# MYC overexpression and SMARCA4 loss cooperate to drive medulloblastoma formation in mice

**DOI:** 10.1186/s40478-023-01654-2

**Published:** 2023-11-02

**Authors:** Carolin Göbel, Shweta Godbole, Melanie Schoof, Dörthe Holdhof, Catena Kresbach, Carolin Loose, Julia Neumann, Ulrich Schüller

**Keywords:** Group 3 medulloblastoma, MYC, BRG1, BAF complex, Chromatin remodeling

## Abstract

Group 3 medulloblastoma is one of the most aggressive types of childhood brain tumors. Roughly 30% of cases carry genetic alterations in *MYC*, *SMARCA4*, or both genes combined. While overexpression of MYC has previously been shown to drive medulloblastoma formation in mice, the functional significance of *SMARCA4* mutations and their suitability as a therapeutic target remain largely unclear. To address this issue, we combined overexpression of MYC with a loss of SMARCA4 in granule cell precursors. Both alterations did not increase proliferation of granule cell precursors in vitro. However, combined MYC overexpression and SMARCA4 loss successfully induced tumor formation in vivo after orthotopic transplantation in recipient mice. Resulting tumors displayed anaplastic histology and exclusively consisted of SMARCA4-negative cells although a mixture of recombined and non-recombined cells was injected. These observations provide first evidence for a tumor-promoting role of a SMARCA4 deficiency in the development of medulloblastoma. In comparing the transcriptome of tumors to the cells of origin and an established Sonic Hedgehog medulloblastoma model, we gathered first hints on deregulated gene expression that could be specifically involved in SMARCA4/MYC driven tumorigenesis. Finally, an integration of RNA sequencing and DNA methylation data of murine tumors with human samples revealed a high resemblance to human Group 3 medulloblastoma on the molecular level. Altogether, the development of SMARCA4-deficient medulloblastomas in mice paves the way to deciphering the role of frequently occurring *SMARCA4* alterations in Group 3 medulloblastoma with the perspective to explore targeted therapeutic options.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-023-01654-2.

## Introduction

The BAF (BRG1/BRM-associated factor) chromatin remodeling complex greatly influences gene expression in mammals by regulating accessibility of DNA regions for the binding of transcription factors [2, 12]. Its catalytic activity depends on the presence of one of the mutually exclusive ATPase subunits SMARCA2 or SMARCA4 (SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily A, member 4; also known as BRG1 [BRAHMA related gene 1]) [31, 39]. In contrast to SMARCA2, SMARCA4 has proven indispensable in embryonic development as *Smarca4*-deficient mouse blastocysts die during the peri-implantation stage [8, 53]. Moreover, several mouse models have confirmed that functional SMARCA4 is essential for cerebellar development, neurogenesis, and gliogenesis [24, 25, 40, 43]. Consequently, alterations in the *SMARCA4* gene have been associated with a variety of intellectual disorders such as the Coffin-Siris syndrome and autism spectrum disorders [6, 68]. Moreover, deleterious *SMARCA4* mutations can be found throughout various cancer entities, including small cell carcinoma of the ovary, hypercalcemic type (SCCOHT), non-small cell lung cancer (NSCLC), pancreatic cancer, hepatocellular carcinoma, head and neck cancer, and atypical/teratoid rhabdoid tumors (ATRT) [15, 23, 27, 52]. In NSCLC and ATRT, *SMARCA4* alterations are associated with a significantly worse prognosis than *SMARCA4* wild-type cases [15, 20]. Medulloblastomas (MB), the most common malignant pediatric brain tumors, mainly show somatic heterozygous missense mutations of *SMARCA4*, which are suggested to have a dominant-negative effect resulting in a loss of function [15, 29, 44, 55]. MB can be divided into four main molecular subgroups according to their transcriptome and global DNA methylation: Sonic Hedgehog (SHH), Wingless/Int-1 (WNT), Group 3, and Group 4 [9, 65]. Alterations of *SMARCA4* mostly affect WNT and Group 3 MB, occurring in around 20% and 9–15% of cases, respectively, which places it among the most frequently mutated genes in both subgroups [17, 44]. However, the functional significance of these *SMARCA4* alterations in tumor development remains unknown. In this study, we focused on Group 3 MB, which mostly affect younger children and infants and show the worst prognosis of all subgroups with a median 5-year survival below 60% [10, 17, 30, 65]. Therefore, effective treatment regimens including targeted therapies are urgently needed. Besides *SMARCA4* mutations, recurrent alterations in Group 3 MB include *MYC* amplifications in 15–20% of cases, which correlate with poor survival [10, 17, 34]. *MYC* and *SMARCA* can also be concurrently altered as detected in around 1–6% of Group 3 MB [17, 29, 44, 55]. Several mouse models have convincingly demonstrated a tumor-driving role of MYC in the development of Group 3 MB [5, 32, 33, 47, 64]. However, none of the previously developed Group 3 MB mouse models include alterations of *Smarca4*. In this study, we present a new MB mouse model with combined MYC overexpression and SMARCA4 loss in granule cell precursors (GCPs) and provide evidence for a tumor-promoting role of a SMARCA4 deficiency in MB.

## Materials and methods

### Transgenic animals

All experimental procedures on animals were approved by the Government of Hamburg, Germany (N113/16, N050/2018, N099/2019) and were performed according to national regulations. Mice were kept on a 12 h dark/light cycle, and water and food were available *ad libitum*. Animals of both sexes were used for experiments. The strain *Smarca4*^*fl/fl*^ (also known as *Brg1*^*fl/fl*^) has been previously generated and described [28, 62], *Math1-creER*^*T2*^ mice were obtained from Jackson Laboratories, ME, USA (#7684) [37], and *CD1*^*nu/nu*^ mice were obtained from Charles River Laboratories, MA, USA (#086) [45]. *Math1creER*^*T2*^ and *Smarca4*^*fl/fl*^ mice were maintained on a *C57Bl6/J* background. Genotyping was performed by PCR using genomic DNA from ear or tail biopsies with the following primer pairs (5’-3’): *cre* (fw): TCCGGGCTGCCACGACCAA, *cre* (rv): GGCGCGGCAACACCATTTT, *Smarca4* floxed (fw): GTCATACTTATGTCATAGCC, *Smarca4* floxed (rv): GCCTTGTCTCAAACTGATAAG, *Smarca4* recombined (fw): GATCAGCTCATGCCCTAAGG, *Smarca4* recombined (rv): GCCTTGTCTCAAACTGATAAG. To induce *Smarca4* recombination in *Math1-creER*^*T2*^::*Smarca4*^*fl/fl*^ mice, pups received a single dose of 0.4 mg tamoxifen dissolved in corn oil by intraperitoneal injection at postnatal day 3 (P3).

### Lentivirus production

A lentiviral plasmid driving overexpression of MYC was generated by cloning the murine *Myc* gene from a previously described MSCV-MYC-IRES-RFP construct [32] into a self-designed lentiviral expression vector backbone (pLV-CMV-IRES-GFP) ordered from VectorBuilder, IL, USA. Production and titration of second generation lentiviral particles was performed by transfection of HEK293T cells as previously described [57]. Viral particles were concentrated by ultracentrifugation and stored at -80 °C before transduction.

### Culture of granule cell precursors (GCPs)

Primary murine GCPs were isolated from *Math1-creER*^*T2*^::*Smarca4*^*fl/fl*^ or *Smarca4*^*fl/fl*^ pups at P7 or P8 as previously described [42]. Lentiviral transduction of GCPs with MYC (pLV-CMV-MYC-IRES-GFP) or Mock (pLV-CMV-IRES-GFP) constructs was performed 4 h after isolation with addition of protamine sulfate (8 µg/ml) and centrifugation at 2,000 rpm for 1 h. Medium was changed the next morning with concurrent exchange of FCS-supplemented medium to serum-free medium containing 3 µg/mL SHH protein. Bromodeoxyuridine (BrdU) was added to the cells at a concentration of 25 µg/mL for 2 h before fixation of cells. For orthotopic transplantation, transduced GCPs were dissociated with Accutase 24 h after isolation and were washed and resuspended in a solution of 3:1 medium and Matrigel on ice.

### Stereotactic transplantations

During stereotactic transplantations, recipient mice (6-week-old *CD1*^*nu/nu*^) were anesthetized by isoflurane inhalation. They additionally received analgesia by subcutaneous injections of carprofen (6 mg/kg) before transplantation and on the day after. For the procedure, mice were placed in a stereotactic frame (David Kopf Instruments, CA, USA) on a heating pad, and eye ointment was applied to avoid dehydration. Local anesthesia (2% lidocaine) was applied before performing a skin incision and puncturing the skull for injection. A total of 1.5 × 10^6^ cells were injected using a Hamilton syringe (World Precision Instruments, FL, USA) at coordinates x: +1 mm, y: -1 mm, and z: -2 mm from the lambda suture at 30° from the skull surface. Mice were monitored daily for any sign of tumor development within the following six months.

### Immunohistochemistry (IHC)

For histological examination of brains, tissue was fixed in 4% formaldehyde for at least 12 h. The tissue was dehydrated, embedded in paraffin, and sectioned at 2 μm according to standard protocols. Hematoxylin and eosin (HE) stainings were applied according to standard protocols. 3,3’-Diaminobenzidine (DAB) stainings were performed on a Ventana Benchmark system using the ultraView or OptiView DAB detection kit (all Roche Diagnostics, Basel, CH). The following antibodies were used: Cleaved Caspase-3 (CC-3): Cell Signaling #9664, RRID:AB_2070042 (1:100); GFP: Abcam #ab290, RRID:AB_303395 (1:500); Ki67: Abcam #ab15580, RRID:AB_443209 (1:100); MYC: Zeta Corporation #Z2734RL (1:25); Nestin: Abcam #ab221660, RRID:AB_2909415 (1:2000); NeuN: Merck #MAB377, RRID:AB_2298772 (1:50); OLIG2: Merck #AB9610, RRID:AB_570666 (1:200); SMARCA4: Abcam #ab110641, RRID:AB_10861578 (1:25); and SOX2: Abcam #92,494, RRID:AB_10585428 (1:200).

### Immunofluorescence (IF) stainings

IF stainings of formalin-fixed paraffin-embedded (FFPE) tissue were performed manually after deparaffinization and antigen retrieval with citrate buffer. For IF staining of GCPs in vitro, cells were fixed with 4% formaldehyde for 10 min. In case of BrdU stainings, acidic pre-treatment (4 N HCl and 0.1 M sodium borate for 10 min each) was performed before blocking with 10% NGS in 0.3% Triton X-100. The following primary antibodies were used for incubation at 4 °C over night: BrdU: Invitrogen #B35128, RRID:AB_2536432 (1:100); MYC: Cell Signaling #5605, RRID:AB_1903938 (1:800); GFP (mouse): Invitrogen #A11120, RRID:AB_221568 (1:100); GFP (rabbit): Invitrogen #A11122, RRID:AB_221569 (1:100); and SMARCA4: Abcam #ab110641, RRID:AB_10861578 (1:25). Secondary antibodies (1:500) and DAPI (1 µg/ml) were added for 1 h at room temperature on the next day: anti-mouse Alexa 488: Cell Signaling Technology #4408S, anti-mouse Alexa 555: Cell Signaling Technology #4409S, anti-rabbit Alexa 488: Cell Signaling Technology #4412S, and anti-rabbit Alexa 546: Invitrogen #A11035.

### Image quantifications

IF stainings of GCPs were quantified automatically using the *Automatic Measurement* tool of the NIS-Elements (AR 5.11.03) software. The threshold for fluorescence intensity and cell size was adjusted separately for each fluorescence channel and was applied to all samples to retrieve cell counts. At least three representative images were analyzed for each sample and staining. DAB stainings of tumors (MYC and GFP) were quantified with Image J (v 1.48a). All evaluated stainings were performed with the automated Ventana system and within the same run to ensure comparability of detected signals. Five pictures were taken from different areas within the tumor, DAB color deconvolution was applied, and resulting images (Color 2) were converted into 8-bit format. Masks with the following black/white thresholds were applied before measuring the corresponding area fraction: high signal: 0-125, medium signal: 125–150, low signal: 150–175, no signal: 175–255.

### Western blot

For Western blotting, 30 µg of protein per sample were separated by SDS-PAGE (4–10% gradient) and were transferred onto a nitrocellulose membrane. After blocking with 5% milk powder in TBS-Tween, the membrane was incubated with the primary antibody at 4 °C overnight. The following antibodies were used: β-tubulin: Sigma-Aldrich #T4026, RRID:AB_477577 (1:500); GAPDH: GeneTex #100,118, RRID:AB_1080976; MYC: Cell Signaling #5605, RRID:AB_1903938 (1:500); and SMARCA4: Abcam #ab110641, RRID:AB_10861578 (1:10,000). After washing, the secondary horse-radish peroxidase (HRP) coupled antibody was applied for 1 h at room temperature: Goat-anti-mouse-HRP: Dako #P0447 (1:10,000) or Goat-anti-rabbit-HRP: Dako #P0448 (1:10,000). The Clarity Western ECL Substrate (Bio-Rad Laboratories Inc, CA, USA) was used for detection on X-ray films.

### RNA sequencing analysis

RNA Isolation from FFPE tissue was performed using the Maxwell RSC RNA FFPE kit (Promega Corporation, WI, USA). Prior to sequencing, RNA concentration and integrity was determined on an RNA 6000 Nano Chip on the Agilent 2100 Bioanalyzer system (Agilent Technologies, CA, USA). At least 100 ng total RNA per sample were used for sequencing. Ribosomal RNA was depleted with the RiboCop Human/Mouse/Rat V2 kit before library preparation with the CORALL Total RNA-seq V2 kit (both Lexogen GmbH, Vienna, AT). Pooled libraries were sequenced on a NextSeq500 sequencing system (Illumina, CA, USA) by 1 × 75 bp single-end sequencing for 75 cycles, generating at least 30 Mio reads per sample.

Raw fastq files of mouse samples were processed in usegalaxy.eu [1]. Low quality reads were detected using *FastQC* (Galaxy Version 0.73 + galaxy0), and reads with average quality < 20 were trimmed with *Trimmomatic* (Galaxy Version 0.38.1). Reads were aligned to the GRCm39 (mm39) mouse reference genome using *STAR aligner* (Galaxy Version 2.7.8a + galaxy1). Gene expression was quantified with *featureCounts* (Galaxy Version 2.0.1 + galaxy2), and VST-normalized files were generated by *DEseq2* (Galaxy Version 2.11.40.7 + galaxy2). Further processing of data was performed with R (4.2.1).

Differential gene expression analysis between mouse samples was performed using *limma* (3.52.2) [54]. Genes orthologous to humans were used for volcano plots generated with *ggplot2* (3.4.1) with genes considered differentially expressed if LogFC ≥ 2.5 and False Discovery Rate (FDR) adjusted p ≤ 0.01. For gene set enrichment analysis, all mouse genes with LogFC ≥ 1.5 and FDR adjusted p ≤ 0.01 were considered using multiple packages from *clusterProfiler* (4.4.4) visualized with in-built *clusterProfiler* plots.

Human gene expression data were obtained from a previously published pediatric brain tumor cohort (Sturm et al. 2016 [61]; GSE73038). To compare mouse and human gene expression data, 14,151 orthologous genes between both datasets were used, and data were batch corrected for species differences using an in-house pipeline. The previously identified 14,151 orthologous genes were used for differential gene expression analysis between human tumor subtypes using *limma* (3.52.2) [54]. The 6,000 most differentially expressed genes (or 5,000 for MB only) were selected using Benjamini-Hochberg correction for multiple testing and sorting by F-statistic. Visualizations were performed using RStudio packages *umap* (0.2.9.0) [41] and *Complex Heatmap* (2.12.1) [18] using Euclidian distance and Ward.D2 linkage for clustering. For the distance plots, Euclidean distance was measured (*Stats* 4.1.2 package), and plots were generated with *Complex Heatmap*.

### DNA methylation analysis

DNA from frozen tumor biopsies (tumors 3 + 4) was isolated using the NucleoSpin Tissue kit (Macherey-Nagel, Düren, DE), whereas DNA isolation from FFPE tissue (tumor 1) was performed using the Maxwell RSC DNA FFPE kit (Promega Corporation). At least 150 ng of total DNA were used for bisulfite conversion with the EZ DNA Methylation kit (Zymo Research, CA, USA). Then, samples were analyzed on the Infinium Mouse Methylation BeadChip array covering > 285,000 CpG sites within the mouse genome on an iScan array scanner (both Illumina). Human tumor samples were analyzed on the MethylationEPIC 850k BeadChip array (Illumina). The use of biopsy-specimens for research upon anonymization was always in accordance with local ethical standards and regulations at the University Medical Center Hamburg-Eppendorf.

Data processing and analysis was performed with R (4.1.2). For preprocessing of raw data and extraction of beta values, the *Minfi* package [3] was used for human data, whereas the *SeSAMe* package [70] was used for mouse data. Then, quantile normalization of data was performed. For a comparison of murine samples to human brain tumor DNA methylation profiles, previously published data by Capper et al. [9] and Sharma et al. [59] were combined with data generated in-house (in total n = 228). Within the human dataset including all brain tumor entities, the 15,000 most differentially methylated CpG sites were identified. Out of these, 491 CpGs that are orthologous between the human and mouse genome were chosen for further analysis. Human and mouse datasets were combined and again, quantile normalization was performed. UMAPs [41] as well as hierarchically clustered heatmaps (*Complex Heatmap* package [18]) were generated based on the differential methylation of the previously chosen 491 CpGs. For the generation of distance plots, Pearson correlation (*Stats* 4.1.2 package) was applied, and plots were generated with the *Complex Heatmap* package.

### Statistical analysis

All statistical analysis was performed using the GraphPad Prism (9.4.1) or R (4.1.2) software. The statistical tests applied to the data shown are stated in the respective figure legends. For each comparison, at least n = 3 samples per group were used and/or n = 3 independent experiments were conducted. P-values were corrected for multiple testing. All graphs depict mean values +/- standard deviation.

## Results

### Loss of SMARCA4 or MYC overexpression does not increase proliferation of granule cell precursors (GCPs) in vitro

In a first step, we investigated the influence of both *Smarca4* and *Myc* alterations on cell behavior in vitro. To induce a loss of SMARCA4 in GCPs, *Math1-creER*^*T2*^::*Smarca4*^*fl/fl*^ mice received a single dose of tamoxifen at P3, and GCPs were isolated from the cerebella when pups reached an age of 7–8 days. Successful knockdown of SMARCA4 was detected in around 50% of cells as shown in Western Blot and IF stainings (Fig. 1A-C). Proliferation was significantly decreased in SMARCA4-negative cells at day 1 in culture, while no significant difference in proliferation was observed at day 3 or 5 in culture (Fig. 1D). Next, we analyzed the effect of MYC overexpression in GCPs by transduction with a lentiviral MYC-GFP construct. Successful transduction was validated by the presence of MYC protein in Western Blot and by positive GFP IF stainings with mean transduction rates ranging between 15.5 and 22.6% (Fig. 1E-G). Overall proliferation of non-induced *Math1-creER*^*T2*^::*Smarca4*^*fl/fl*^ GCPs after transduction with MYC virus showed no difference compared to proliferation of cells transduced with a Mock-GFP construct (Fig. 1H). Subsequently, we combined both SMARCA4 loss and MYC overexpression by transducing tamoxifen-induced *Math1creER*^*T2*^::*Smarca4*^*fl/fl*^ GCPs. As shown in Fig. 1I-J, the subpopulation of SMARCA4-deficient GFP-positive GCPs constituted around 8.4% of the whole cell culture. Again, overall proliferation was not significantly increased after MYC transduction (Fig. 1K). However, proliferation of the SMARCA4-deficient and successfully transduced subpopulation could not be analyzed separately since acidic pre-treatment required for BrdU stainings destroys GFP epitopes [7].

**Fig. 1:**
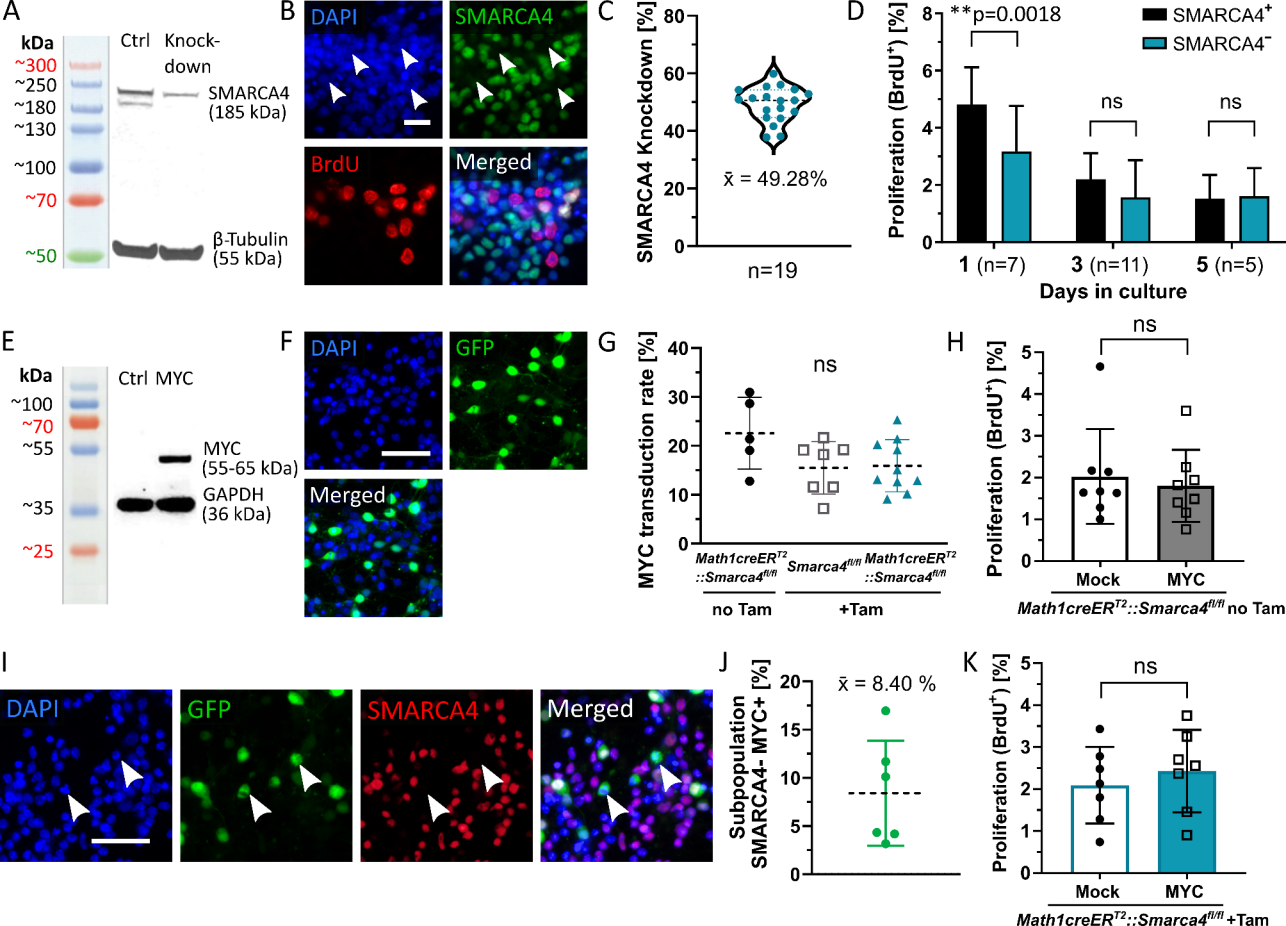
**Loss of SMARCA4 or MYC overexpression does not increase proliferation of GCPs in vitro**. (**A**) Tamoxifen-induced knockdown of SMARCA4 is evident in Western Blot of P7/8 *Math1creER*^*T2*^::*Smarca4*^*fl/fl*^ GCPs compared to controls (*Smarca4*^*fl/fl*^) after tamoxifen injection at P3. Two SMARCA4 bands are detected as seen in previously published studies [19, 46]. (**B**) IF staining of knockdown GCPs at day 3 in culture shows loss of SMARCA4 protein and proliferation indicated by BrdU incorporation. White arrowheads mark SMARCA4-negative areas. (**C**) Evaluation of SMARCA4 knockdown in IF on day 3 in culture of 19 independent GCP cultures. (**D**) Proliferation as measured by BrdU incorporation in IF on day 1, 3, and 5 in culture, separately counted for SMARCA4-positive and -negative GCPs in knockdown cultures. Two-tailed paired t-tests were applied. (**E**) MYC expression is evident in Western Blot of wild-type P7/8 GCPs 72 h after transduction. (**F**) IF staining shows GFP signal 72 h after transduction of GCPs. (**G**) MYC transduction rates were evaluated in IF stainings of GCPs 72 h after transduction. The three groups include GCPs without tamoxifen (Tam) induction and GCPs of cre-negative (*Smarca4*^*fl/fl*^) and cre-positive (*Math1-creER*^*T2*^::*Smarca4*^*fl/fl*^) genotype after tamoxifen induction at P3. Tukey’s multiple comparisons test was applied. (**H**) Overall proliferation as measured by BrdU incorporation in IF of *Math1creER*^*T2*^::*Smarca4*^*fl/fl*^ GCPs without tamoxifen induction 72 h after transduction with Mock or MYC constructs. Paired two-tailed t-test was applied. (**I**, **J**) IF staining of tamoxifen-induced *Math1creER*^*T2*^::*Smarca4*^*fl/fl*^ GCPs 72 h after transduction with MYC virus. The subpopulation with SMARCA4 protein loss and GFP signal (white arrowheads) constitutes around 8.4% of the whole cell culture. (**K**) Overall proliferation of tamoxifen-induced *Math1creER*^*T2*^::*Smarca4*^*fl/fl*^ GCPs 72 h after transduction with Mock or MYC constructs. Paired two-tailed t-test was applied. Scale bar in B corresponds to 20 μm, scale bars in F + I correspond to 50 μm

### Loss of SMARCA4 and MYC overexpression cooperate to drive brain tumor formation in vivo

In a next step, we transplanted altered GCPs into immunodeficient *CD1*^*nu/nu*^ mice to further explore their tumorigenic potential in vivo. For this purpose, SMARCA4 knockdown GCPs were isolated from induced *Math1creER*^*T2*^::*Smarca4*^*fl/fl*^ mice and were transduced with a lentiviral MYC construct as described above. On the next day, GCPs were dissociated and transplanted into the cerebella of *CD1*^*nu/nu*^ mice without pre-sorting for recombined or transduced cells (Fig. 2A). Within a cohort of 19 transplanted mice, five mice developed a tumor in the cerebellum, presenting with neurological symptoms earliest four weeks and latest five months after transplantation (Fig. 2B). Histologically, tumors presented as a cell dense mass in HE stainings, with regions showing anaplastic features as well as apoptotic areas, consistent with large cell/anaplastic (LCA) histology frequently detected in MYC driven Group 3 MB (Fig. 2C-E) [13, 30]. IHC stainings revealed a loss of SMARCA4 in all tumor cells (Fig. 2F). The presence of recombined *Smarca4* in tumor biopsies was also verified by PCR, which confirmed that the loss of SMARCA4 was caused by genetic recombination (Fig. 2G). Furthermore, tumors stained positive for both GFP and MYC, thereby validating successful transduction with the MYC-GFP construct (Fig. 2H + I). Tumors were highly proliferative according to Ki67 signals and displayed a high degree of apoptosis as indicated by Cleaved Caspase-3 (CC3) staining (Fig. 2J + K). Staining for neural markers revealed scattered expression of SOX2 and Nestin, whereas no signal for NeuN or OLIG2 was detected (Fig. 2L-O). Altogether, these results affirmed the origin of detected tumors in the subpopulation (8.4%) of GCPs harboring both recombined *Smarca4* and overexpressed MYC and showed proliferative capacity as well as undifferentiated nature of tumors.

**Fig. 2:**
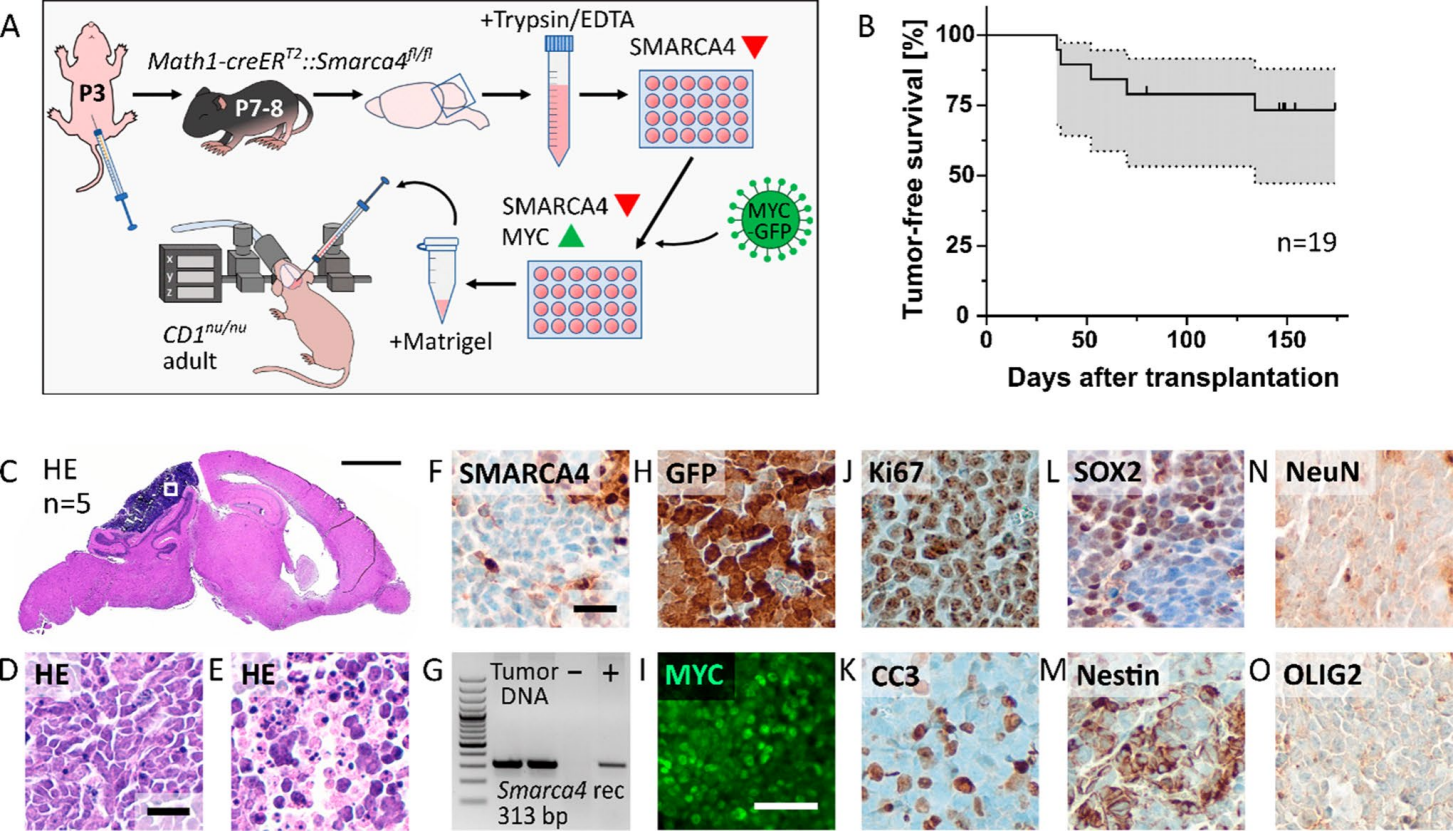
**Loss of SMARCA4 and MYC overexpression cooperate to drive brain tumor formation in vivo**. (**A**) Schematic overview of the cell culture and transplantation protocol for the generation of SMARCA4-deficient MYC-overexpressing tumors. (**B**) Tumor-free survival of transplanted *CD1*^*nu/nu*^ mice; grey area represents the 95% confidence interval. Censored mouse at day 80 had to be sacrificed due to illness unrelated to tumor development. (**C**) Representative HE staining of tumors in the brains of n = 5 transplanted mice in sagittal brain section. (**D**,**E**) High-power HE stainings of distinct areas within the tumors showing (**D**) anaplastic or (**E**) apoptotic features. (**F**) Tumors show complete loss of SMARCA4 in IHC interspersed with SMARCA4-positive blood vessels. (**G**) PCR using DNA isolated from tumor biopsies confirms *Smarca4* recombination on a genetic level. (**H**-**I**) Tumors stain positive for (**H**) GFP and (**I**) MYC, confirming transduction with the MYC-GFP construct. (**J**) Tumors are highly proliferative as indicated by Ki67 stainings; (**K**) with a high degree of apoptosis according to Cleaved Caspase-3 (CC3) signals. (**L-O**) Tumors show scattered expression of (**L**) SOX2 and (**M**) Nestin but no signal for (**N**) NeuN or (**O**) OLIG2. Scale bar corresponds to 2 mm in C, to 25 μm in D + F (also applicable to **E**, **H**, **J-O**), and to 50 μm in I

Intratumoral heterogeneity of *MYC* amplification within Group 3 MB has been described as an important factor in metastasis and therapy resistance [51]. Therefore, we analyzed levels of MYC expression in different regions of our tumors, which revealed striking heterogeneity in between but also within samples (Additional File 1, Fig. S1A-C). All tumors contained areas with varying degrees of MYC signal including cells without any MYC signal. In contrast, GFP signals were uniformly high in all tumors, suggesting regulation of MYC expression independent from successful transduction with the MYC-GFP construct (Additional File 1, Fig. S1D-F).

Moreover, we examined brains and spines for leptomeningeal dissemination, which is detected in around 40% of human Group 3 MB and has also been recapitulated in other MYC-driven medulloblastoma models [33, 38]. In our model, we observed leptomeningeal spread within the brain in four out of five tumor-bearing mice, affecting the cerebral cortex, the midbrain, and the brain stem (Additional File 1, Fig. S1G-J). However, we did not detect any dissemination in the spines of affected mice.

### Differential gene expression in MYC/SMARCA4 tumors

To characterize MYC/SMARCA4 tumors on a molecular level, we performed RNA sequencing using FFPE biopsy punches of four mouse tumors. 

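The 4 tumors came from GCPs of Math1-creERT2::Smarca4fl/fl pups that received 0.4 mg tamoxifen at P3. The GCPs were transduced with a lentiviral construct of murine Myc and GFP and grew to tumors in the cerebella of immunodeficient CD1nu/nu mice. The labels give ages of 112, 96, 89 and 79 days for tumors 1 to 4. A punch takes all cells within its area, and the paper's text does not name the share of tumor cells in each punch. After depletion of ribosomal RNA, libraries were prepared with the CORALL total RNA kit and sequenced as single-end reads. The authors trimmed the reads with Trimmomatic, aligned them to GRCm39 with STAR and counted them per gene with featureCounts. The counts were deposited for each gene and library, without normalization. In total, 6547245, 6945005, 5663491 and 9352109 reads were counted on genes in tumors 1 to 4, with a median of 6746125. The paper states at least 30 Mio sequenced reads per sample, and the values here use the counted reads. At least 1 read was counted on 36933, 34735, 44158 and 42327 genes in tumors 1 to 4. A level of 3 counts was taken as the floor below which a gene has no measured level, which corresponds to between 0.366 and 0.744 CPM, counts scaled to the normalized library size, in the tumors. Intervals and floors cover counting error only, because reads of 1 amplified fragment are not independent molecules. Since the construct carries the murine gene, its reads and those of the endogenous gene are counted together as Myc. Counts of Smarca4 cover the whole gene, so that transcripts of a recombined allele, where present, are included.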

As a control, we simultaneously sequenced FFPE-derived RNA of a previously established SHH MB mouse model (*Math1cre::Smo*^*fl/wt*^ [58]) and of *Math1creER*^*T2*^::*Smarca4*^*fl/fl*^ P7 whole cerebella. 

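There were 3 SHH MB and 3 P7 whole cerebella, the latter from mice that had received tamoxifen at P3. For both groups the labels give an age of 7 days. In total, 8958307, 8139778 and 5933515 reads were counted on genes in P7 cerebella 1 to 3 (median 8139778). The corresponding totals were 5930961, 7933586 and 7031248 in SHH MB 1 to 3 (median 7031248). All 10 libraries entered 1 fit of edgeR's quasi-likelihood model with a mean per group, so that the groups shared the estimate of the spread. Library sizes were normalized with TMM factors, which ranged from 0.62 to 1.28 in the tumors and from 1.01 to 1.20 in the other libraries. After edgeR's filter on low counts, 29952 genes were tested, and p-values were adjusted over these genes by the Benjamini-Hochberg method. As in the paper's volcano plots, genes with a log2 fold change of at least 2.5 and an adjusted p of at most 0.01 were called differentially expressed. Levels are given as log2 CPM with a prior count of 2. Single genes and gene lists were also compared by two-sided exact permutation tests over the 35 splits of 4 and 3 libraries, for which 0.029 is the smallest possible p. Tumors differed more from each other than the controls did. For pairs of tumors, chi-square per degree of freedom of the counts ranged from 26.6 to 99.1, where sampling noise alone gives about 1. Pairs of replicates within the P7 cerebella and within the SHH MB ranged from 3.76 to 6.22. Mitochondrial genes took 5.72%, 2.56%, 2.50% and 2.09% of the counts in tumors 1 to 4, between 1.31% and 1.50% in the P7 cerebella and between 1.09% and 1.28% in the SHH MB. Lars2 and genes that resemble ribosomal RNA took between 2.06% and 3.67% in the tumors, between 0.596% and 0.660% in the P7 cerebella and between 1.05% and 1.49% in the SHH MB. The paper states that the controls were sequenced at the same time as the tumors and that the libraries were pooled, and neither its text nor the labels name a batch. Whether counting used the strand of the reads is not named in the paper's text, so that genes overlapped by another gene on either strand carry that uncertainty.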

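Myc, listed by its symbol in the files, lies on chromosome 15 of GRCm39 from 61857227 to 61862223 and has 3 exons. GENCODE places Gm62594 on the opposite strand of the gene. The level of Myc was 9.10 ± 1.51 log2 CPM (SD, n = 4) in MYC/SMARCA4 tumors and 3.78 ± 0.07 (SD, n = 3) in P7 cerebella. These levels rest on 614 to 11342 counts per tumor and 91 to 131 counts per cerebellum. The log2 fold change was 5.85 (standard error 0.75, adjusted p = 0.00194 from edgeR's quasi-likelihood test). Each tumor lay above each cerebellum (exact permutation test, p = 0.029). Among the 394 genes with a log2 fold change of at least 2.5, Myc had the lowest p. Among all 14405 genes with a higher fitted level in the tumors, Myc had rank 5 by p, after Zfas1, Snhg7, Gas5 and Rragd, which were singled out after their values were seen. Of the 18 alternative settings, leaving out tumor 3 moved the fold change of Myc most, to 5.11. The adjusted p of Myc ranged from 9.23e-20 to 0.0287 over these settings and exceeded 0.01 in 5 of them, among them the fits that left out any of the 3 cerebella.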

The comparison of MYC/SMARCA4 tumors to *Math1creER*^*T2*^::*Smarca4*^*fl/fl*^ cerebella revealed *Myc* as the most significantly upregulated gene in our model (Additional File 1, Fig. S2A; Additional File 2, Table S1). Gene set enrichment analysis revealed downregulation of terms associated with neuronal development and differentiation, while upregulated terms were mainly associated with ribosome biogenesis and ribosomal RNA (rRNA) synthesis and processing, a characteristic hallmark for MYC-driven cancers (Additional File 1, Fig. S2B,C) [66]. 

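Lists of genes for these processes were written by hand and tested with camera in the fit of all libraries, with p-values adjusted over 54 list tests of 27 lists in 2 comparisons. The ribosome biogenesis list held 46 genes, all of which were higher in the tumors, with a median log2 fold change of 1.77 (camera, adjusted p = 1.11e-35). Of these genes, 45 had an adjusted p of at most 0.05 when adjusted over the list alone and 42 when adjusted over all genes tested. The mean level of the list was 6.23 ± 0.70 log2 CPM (SD, n = 4) in the tumors and 4.64 ± 0.09 (SD, n = 3) in the cerebella, and each tumor lay above each cerebellum (exact permutation test, p = 0.057). Among the alternatives, the fit with the replicate number as a block moved this median most, to 1.46. All 25 genes of the nucleotide biosynthesis list were higher as well, with a median of 1.44 (camera, adjusted p = 1.88e-15), and 22 of them passed 0.05 when adjusted over the list alone and 14 when adjusted over all genes tested. For neuronal development and differentiation, 35 of 40 listed genes were lower in the tumors, with a median of -1.22 (camera, adjusted p = 5.48e-15). In this list, 24 genes passed 0.05 when adjusted over the list alone and 15 when adjusted over all genes tested. Its mean level was 5.75 ± 0.44 log2 CPM (SD, n = 4) against 7.32 ± 0.05 (SD, n = 3), with each tumor below each cerebellum (exact permutation test, p = 0.029). The gliogenesis list had 23 of 25 genes lower and a median of -1.41 (camera, adjusted p = 8.91e-17), with 18 genes past 0.05 when adjusted over the list alone and 11 when adjusted over all genes tested. Camera assumed a correlation of 0.01 between genes. With fry in place of camera, the ribosome biogenesis, nucleotide biosynthesis, neuronal development, gliogenesis and glycolysis lists kept an adjusted p under 0.05 against P7 cerebella, and the neuronal development, gliogenesis, SHH signaling and glycolysis lists kept one against SHH MB. With the correlation estimated from the data, the adjusted p of ribosome biogenesis was 0.225 and that of neuronal development 0.0784, and none of the lists that stand for the paper's terms kept an adjusted p under 0.05 in either comparison. The paper states that terms of ribosome biogenesis and of rRNA synthesis and processing are a hallmark of MYC-driven cancers.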

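Against SHH MB, the log2 fold change of Myc in MYC/SMARCA4 tumors was 4.31 (standard error 0.69, adjusted p = 0.00428 from edgeR's quasi-likelihood test). In SHH MB its level was 5.29 ± 0.22 log2 CPM (SD, n = 3) from 247 to 322 counts, and each tumor lay above each SHH MB (exact permutation test, p = 0.057). Its p had rank 34 among 15107 genes with a higher fitted level. With tumor 4 or any of the 3 SHH MB left out, the adjusted p of Myc exceeded 0.01, with 0.0368 as the highest of these fits, while it ranged from 7.18e-11 to 0.0398 over all 18 alternatives. Mycn (chromosome 12, 12986076 to 12992915, with Gm59473 on the opposite strand) had a level of 2.29 ± 1.25 log2 CPM (SD, n = 4) in the tumors, where 5 to 66 reads were counted per library. In SHH MB it was 7.59 ± 0.10 log2 CPM (SD, n = 3), from 1260 to 1512 counts. The log2 fold change of Mycn was -5.01 (standard error 0.49, adjusted p = 0.000147), and each tumor lay below each SHH MB (exact permutation test, p = 0.029). In the 17 alternatives its adjusted p stayed at or below 0.0044.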

Comparison of gene expression profiles of MYC/SMARCA4 tumors to the established SHH MB mouse model again confirmed upregulation of *Myc*, while *MycN* as a target of SHH signaling was significantly downregulated (Fig. 3A; Additional File 2, Table S2). 

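Barhl1 (chromosome 2, 28797691 to 28806680, with Ddx31 on the opposite strand) had 62 to 95 counts per MYC/SMARCA4 tumor and 2018 to 3083 counts per SHH MB. Its level was 3.74 ± 0.30 log2 CPM (SD, n = 4) in the tumors against 8.50 ± 0.20 (SD, n = 3) in SHH MB. The log2 fold change of Barhl1 was -4.78 (standard error 0.29, adjusted p = 6.31e-06 from edgeR's quasi-likelihood test), and the groups did not overlap (exact permutation test, p = 0.029). Atoh1 (chromosome 6, 64706109 to 64708229, 1 exon) had 2, 137, 225 and 28 counts in tumors 1 to 4 and 629 to 980 counts per SHH MB. Its level was 2.78 ± 2.52 log2 CPM (SD, n = 4) in the tumors and 6.86 ± 0.25 (SD, n = 3) in SHH MB. The log2 fold change of Atoh1 was -2.95 (standard error 0.79) with an adjusted p of 0.0521, which is not past the threshold. All 4 tumors lay below all 3 SHH MB (exact permutation test, p = 0.086). With tumor 1 left out, the log2 fold change of Atoh1 was -2.59 and its adjusted p 0.00933, and with DESeq2 the adjusted p was 0.0037, while over all 17 alternatives it ranged from 0.0037 to 0.18.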

Other downregulated genes included *Atoh1* and *Barhl1*, both markers for granule cells, of which low levels of *BARHL1* have been associated with a less favorable prognosis in MB [50]. On the other hand, *Hoxa5* and *Fabp4*, both associated with increased malignancy in gliomas, were upregulated in MYC/SMARCA4 tumors [11, 21]. 

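Hoxa5 lies on chromosome 6 from 52178734 to 52181567, and Gm28308 and Hoxa3 overlap it on the same strand, so that its counts are uncertain. It had 16, 268, 457 and 240 counts in tumors 1 to 4 and 2 to 11 counts per SHH MB. The level of Hoxa5 was 4.64 ± 1.77 log2 CPM (SD, n = 4) against 0.14 ± 0.85 (SD, n = 3), a log2 fold change of 5.24 (standard error 0.88, adjusted p = 0.00554 from edgeR's quasi-likelihood test). Its groups did not overlap (exact permutation test, p = 0.057). The adjusted p of Hoxa5 ranged from 1.8e-09 to 0.0689 over 17 alternatives and exceeded 0.01 with tumor 2, tumor 4 or any of the 3 SHH MB left out, with 0.0418 as the highest of these fits. Fabp4 (chromosome 3, 10268785 to 10273737, with Gm66293 on the opposite strand) had 6, 668, 91 and 52 counts in tumors 1 to 4 and 2 to 5 counts per SHH MB, close to the floor. Its log2 fold change was 5.96 (standard error 1.39) with an adjusted p of 0.0295, short of the threshold, although each tumor lay above each SHH MB (exact permutation test, p = 0.057). With tumor 1 left out the adjusted p of Fabp4 was 0.00337, and with tumor 2, 3 or 4 left out the gene no longer passed the filter on low counts. DESeq2 gave Fabp4 an adjusted p of 0.000508, the lowest of its 14 alternatives, of which the highest was 0.30.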

Gene set enrichment analysis revealed downregulated GO terms mostly linked to neuronal development (Fig. 3B). 

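In the comparison with SHH MB, 29 of the 40 genes listed for neuronal development and differentiation were lower in MYC/SMARCA4 tumors, with a median log2 fold change of -0.71 (camera, adjusted p = 3.66e-12). Of these 40 genes, 22 passed 0.05 when adjusted over the list alone and 15 when adjusted over all genes tested. Each tumor had a lower mean of the list than each SHH MB, whose mean was 7.09 ± 0.11 log2 CPM (SD, n = 3; exact permutation test, p = 0.029). Listed genes of gliogenesis were lower in 23 of 25 cases, with a median of -1.81 (camera, adjusted p = 1.57e-27), and 18 of them passed 0.05 when adjusted over the list alone and 14 when adjusted over all genes tested. With each library left out in turn, the median of neuronal development stayed between -0.93 and -0.64 and that of gliogenesis between -1.99 and -1.63.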

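The list for synaptic signaling held 40 genes, of which 36 were higher in MYC/SMARCA4 tumors than in SHH MB, with a median log2 fold change of 2.24 (camera, adjusted p = 9.26e-14). When adjusted over the list alone 30 of the 40 genes passed 0.05, and when adjusted over all genes tested 14 did. For ion transmembrane transport, 32 of 34 listed genes were higher, with a median of 2.36 (camera, adjusted p = 4.23e-14). In the latter list 27 genes passed 0.05 when adjusted over the list alone and 13 when adjusted over all genes tested. The mean level of the synaptic list was 8.50, 7.76, 4.93 and 7.02 log2 CPM in tumors 1 to 4 and between 5.40 and 5.54 in SHH MB. Tumor 3 therefore lay below each SHH MB and the other 3 tumors above (exact permutation test, p = 0.143), a difference within the spread between tumors. With fry, neither list passed 0.05, with adjusted p-values of 0.164 and 0.14, while over their 20 alternatives the adjusted p ranged from 4.95e-31 to 0.372 for synaptic signaling and from 4.73e-29 to 0.372 for ion transport. Without tumor 1 the medians were 1.24 and 1.55. Marker lists of mature granule neurons, Purkinje cells and myelinating oligodendrocytes had medians of 3.19, 2.67 and 1.51 against SHH MB and 2.31, 0.95 and 0.38 without tumor 1, and their levels followed the same order of tumors as the synaptic list.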

Meanwhile, terms associated with transmembrane transport and synaptic signaling were upregulated in our model (Fig. 3C). 

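Of 20 genes listed for SHH signaling, 17 were lower in MYC/SMARCA4 tumors than in SHH MB, with a median log2 fold change of -1.86 (camera, adjusted p = 1.04e-19). Of the 20 genes, 15 passed 0.05 when adjusted over the list alone and 10 when adjusted over all genes tested. The mean level of this list was 4.91 ± 0.74 log2 CPM (SD, n = 4) in the tumors and 7.24 ± 0.10 (SD, n = 3) in SHH MB, without overlap (exact permutation test, p = 0.029). For Notch signaling the median was -0.35, with 16 of 25 genes lower (camera, adjusted p = 0.000601), and without tumor 3 the adjusted p was 0.0547. For PI3K-Akt-mTOR and focal adhesion the median was -0.10, with 23 of 44 genes lower and 21 higher (camera, adjusted p = 0.000591), and without tumor 3 the adjusted p was 0.168. The mean level of the PI3K-Akt-mTOR list differed by -0.55 log2 CPM, with each tumor, from 5.50 to 6.32, below each SHH MB, from 6.51 to 6.70 (exact permutation test, p = 0.057), and that of the Notch list by -0.68, with 3 of 4 tumors below each SHH MB (p = 0.143). Over all 20 alternatives, the adjusted p ranged from 2.36e-07 to 0.372 for Notch signaling and from 4.07e-07 to 0.47 for PI3K-Akt-mTOR. When adjusted over the list alone 7 Notch and 10 PI3K-Akt-mTOR genes passed 0.05, and when adjusted over all genes tested 6 and 7 did. Listed genes of glycolysis and gluconeogenesis were higher in 27 of 31 cases, with a median of 1.46 (camera, adjusted p = 6.38e-14), 24 past 0.05 when adjusted over the list alone and 15 when adjusted over all genes tested. Their mean level was 6.12 ± 0.48 log2 CPM (SD, n = 4) against 5.08 ± 0.05 (SD, n = 3), with each tumor above each SHH MB (exact permutation test, p = 0.057). The 41 genes listed for G protein signaling had a median of 0.10, with 25 higher and 16 lower, and camera gave an adjusted p of 0.299. Of these, 13 passed 0.05 when adjusted over the list alone and 6 when adjusted over all genes tested. The mean level of the G protein list did not differ by more than the spread between tumors (exact permutation test, p = 0.657), although tumors 1, 2 and 4, with 6.39, 6.27 and 6.08 log2 CPM, lay above the 5.58 to 5.67 of SHH MB and tumor 3, with 4.78, below. Its median was 0.20 without tumor 3, with an adjusted p of 0.00175 from camera within a range of 0.00175 to 0.93 over its alternatives, and -0.07 without tumor 2 and -0.02 without tumor 4.

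**Figure D1:**
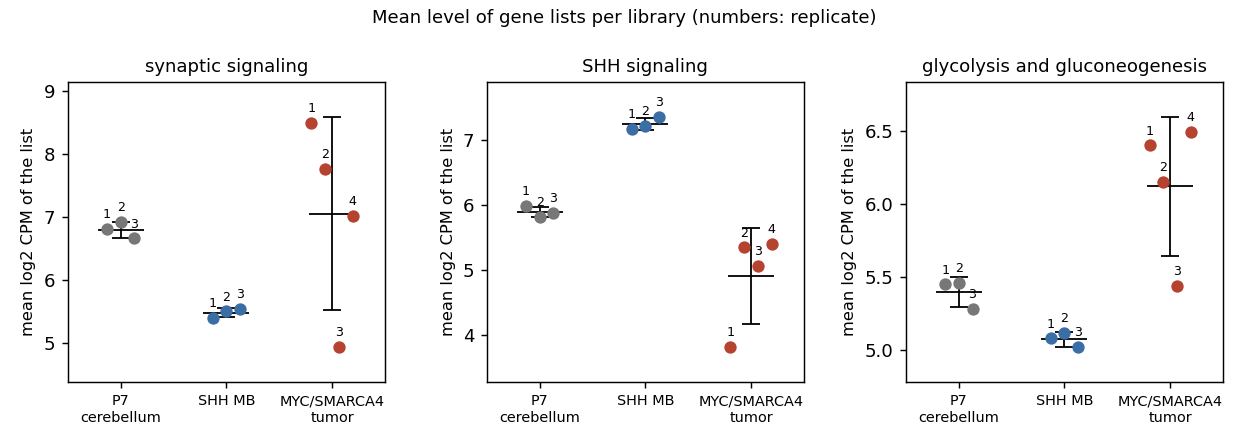
Mean level of the genes listed for synaptic signaling, SHH signaling, and glycolysis and gluconeogenesis in each library, in log2 CPM on the y axes, which do not start at 0, for P7 cerebella, SHH MB and MYC/SMARCA4 tumors. Points are libraries with their replicate numbers, bars are means and error bars are SD. In the SHH signaling list the 4 tumors lie between 3.82 and 5.40, all below the SHH MB, and in the synaptic list tumor 3 at 4.93 lies below the SHH MB.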

Pathway analysis confirmed the downregulation of SHH signaling but also reduction of Notch and PI3K-Akt-mTOR signaling, whereas glycolysis/gluconeogenesis as well as G protein signaling pathways were upregulated in MYC/SMARCA4 tumors (Fig. 3D + E).

**Fig. 3:**
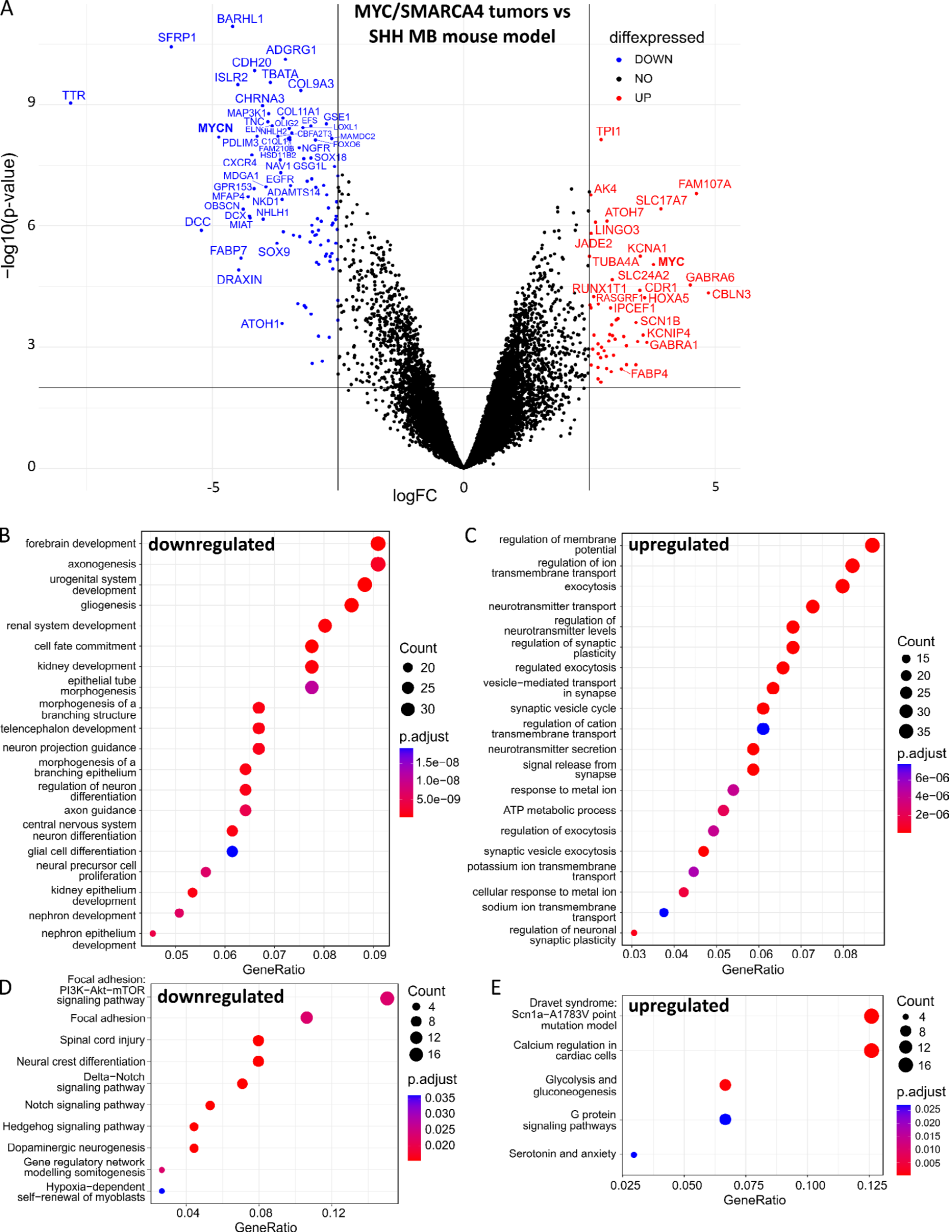
**Differential gene expression of MYC/SMARCA4 tumors compared to an established mouse SHH MB mouse model**. (**A**) Volcano plot depicting differential gene expression between our MYC/SMARCA4 tumor model (n = 4) and the *Math1-cre::Smo*^*fl/wt*^ SHH MB mouse model (n = 3) as assessed by RNA sequencing analysis. Only genes orthologous in mice and humans were visualized, and differential expression with logFC ≥ 2.5 and p ≤ 0.01 was considered significant (blue/red coloring) after Benjamini-Hochberg correction. A detailed list of differentially expressed genes is included in Additional File 2, Table S2. (**B**,**C**) Gene set enrichment analysis was performed based on significantly differentially expressed genes considering all mouse genes with logFC ≥ 1.5 and p ≤ 0.01. (**D**,**E**) Deregulated wiki pathways considering differentially expressed genes across all mouse genes with logFC ≥ 1.5 and p ≤ 0.01

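With both thresholds applied to all genes tested, 37 genes were higher and 143 lower in MYC/SMARCA4 tumors than in SHH MB. At an adjusted p of at most 0.05 without a threshold on the fold change, 1403 genes differed. With the log2 fold change of at least 1.5 that the paper used for enrichment, 88 genes were higher and 281 lower. The largest increases among genes past the thresholds without overlap were those of Gm25419, a snoRNA, with a log2 fold change of 6.97 (standard error 1.20), of Mira, of Cbln3 with 6.10, of Gabra6 with 5.84 and of Fam107a with 5.31. Mira was at or under the floor of 3 counts in each SHH MB and was at least 48.9-fold higher in the mean of the tumors, with 139, 302 and 191 counts in tumors 2 to 4, while tumor 1, with 3 counts, was at the floor as well. Cbln3 lies on chromosome 14 from 56116370 to 56121849 and Gabra6 on chromosome 11 from 42197264 to 42211910, and both belong to the marker list of mature granule neurons. The largest decreases were those of Ttr with -8.94, Sfrp1 with -6.05, LOC118568676 with -6.01 and E130114P18Rik with -5.87, where Ttr is in the marker list of the choroid plexus, and Gm22501, a snoRNA, at or under the floor in each tumor, was at least 6.53-fold lower. Adjusted p-values of these 10 genes from edgeR's quasi-likelihood test lay between 6.31e-06 for E130114P18Rik and 0.00666 for Cbln3. The adjusted p of Gm25419, Mira, Cbln3 and Gabra6 exceeded 0.01 without any of the 3 SHH MB, and that of Gm22501 without SHH MB 1 or 3 or tumor 4, with at most 0.0545 in these fits. Without tumor 2 the same held for Gm25419, Mira and Cbln3, and without tumor 4 for Mira. Genes on the same strand overlap Gm25419, Ttr, E130114P18Rik and Gm22501, whose counts are uncertain, and Gm25419 had 1 to 4 counts per SHH MB. Leaving out tumor 3 changed the number of higher genes to 280 and that of lower genes to 403, and leaving out SHH MB 3 changed them to 6 and 85. Of the paper's Table S2, which lists genes with a human homolog, all 52 higher and 89 lower genes had the same direction here, and 22 and 79 of them passed both thresholds. The paper selected these genes from the same libraries, so the shared direction is no independent support. In the paper's own table, 28 of the 52 higher and 0 of the 89 lower genes have an adjusted p over 0.01.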

### MYC/SMARCA4 tumors show molecular resemblance to human Group 3 MB

In a next step, we integrated our RNA sequencing data with previously published gene expression data to test comparability of our murine tumors to human brain tumors. An integration with a data set comprising several pediatric brain tumor entities (Sturm et al. 2016 [61]) revealed resemblance of our model to human MB in both UMAP and Euclidian clustering (Fig. 4A-B). While mouse SHH MB serving as a validation displayed unambiguous proximity to human SHH MB, MYC/SMARCA4 tumors showed similarity to both SHH MB and Group 3/4 MB in both approaches. A distance plot analysis considering mean values for each subgroup indicated closest proximity of both mouse SHH MB and our MYC/SMARCA4 tumors to human SHH MB (Fig. 4C). Based on these results, we further evaluated the similarity to specific MB subgroups by comparing our mouse model exclusively to MB samples. Within the human MB cohort, we again performed gene expression analysis to identify the most differentially expressed genes between MB subgroups. An integration of our mouse data resulted in closest similarity of MYC/SMARCA4 tumors to Group 3 MB in both UMAP and Euclidian clustering, whereas mouse SHH MB reliably clustered with human SHH MB (Fig. 4DE). In both approaches, tumor 3 formed an exception by clustering closely with SHH MB. However, we did not detect apparent differences to the other three samples in histological appearance and levels of MYC or SMARCA4 in this tumor. 

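In the RNA of tumors 1 to 4, the level of Myc was 7.25, 8.52, 10.63 and 9.99 log2 CPM. Tumor 3 had the highest level of Myc, and the spread of the 4 tumors did not set it apart (largest gap of an end value to the next tumor, divided by the range of the 4 tumors, 0.376, below Dixon's critical value). Smarca4 lies on chromosome 9 from 21527398 to 21615526 with 34 exons, and GENCODE lists Gm56174 on its strand and Gm68933 on the other strand. Its level was 7.71, 7.93, 7.09 and 7.90 log2 CPM in tumors 1 to 4, lowest in tumor 3, with a Dixon ratio of 0.732, also below the critical value. In the 4 tumors together Smarca4 had 7.66 ± 0.39 log2 CPM (SD, n = 4), from 841 to 1950 counts, against 7.98 ± 0.18 (SD, n = 3) in P7 cerebella and 9.08 ± 0.13 (SD, n = 3) in SHH MB. Against P7 cerebella its log2 fold change was -0.30 (standard error 0.28, adjusted p = 0.495 from edgeR's quasi-likelihood test; exact permutation test, p = 0.29), which is within the spread between replicates. The P7 cerebella also came from Math1-creERT2::Smarca4fl/fl mice given tamoxifen, so they are not a control without recombination of Smarca4. Counts of the whole gene include transcripts of a recombined allele, where present. Against SHH MB it was -1.39 (standard error 0.28) with an adjusted p of 0.0157, and each tumor lay below each SHH MB (exact permutation test, p = 0.029). Without tumor 1 this adjusted p was 0.00515 and without tumor 3 it was 0.00262, while over all 18 alternatives it ranged from 1.12e-05 to 0.124. These counts are of RNA from all cells of a punch and do not measure protein.

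**Figure D2:**
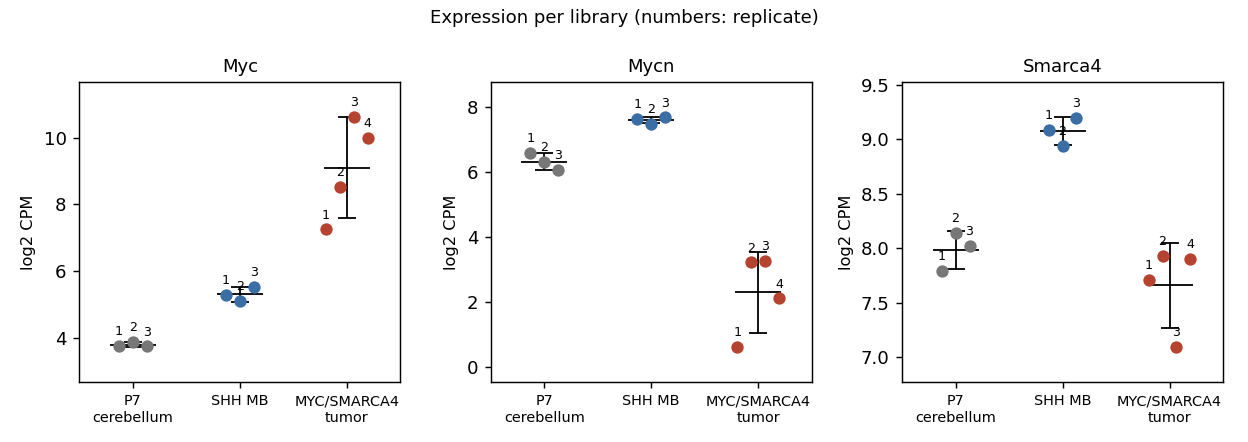
Level of Myc, Mycn and Smarca4 in each library, in log2 CPM on the y axes, which do not start at 0, for P7 cerebella, SHH MB and MYC/SMARCA4 tumors. Points are libraries with their replicate numbers, bars are means and error bars are SD. Tumor 3 has the highest level of Myc, 10.63, and the lowest of Smarca4, 7.09, among the 4 tumors.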

Distance plot analysis further confirmed closest proximity of MYC/SMARCA4 tumors to Group 3 MB (Fig. 4F).

**Fig. 4:**
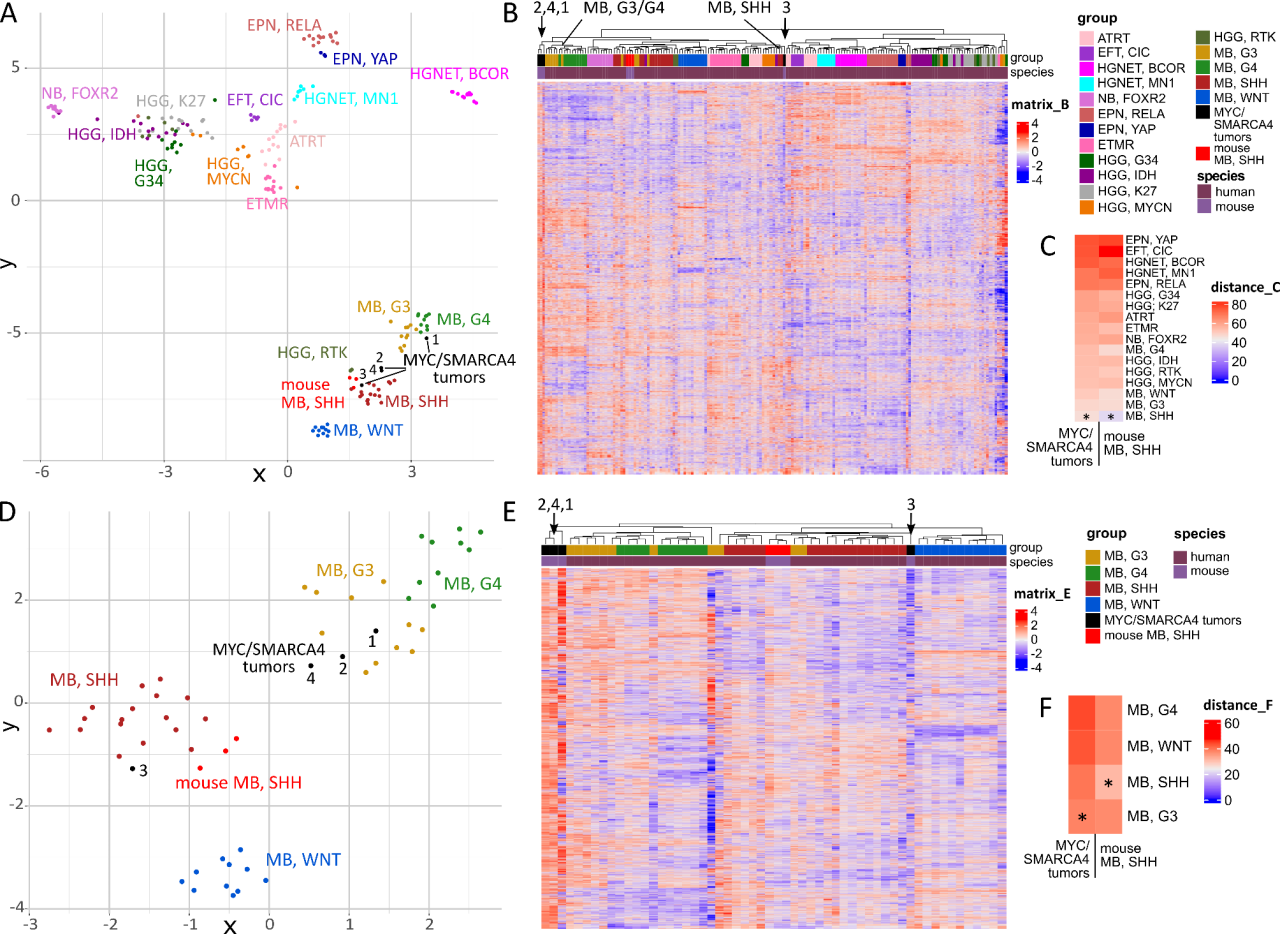
**MYC/SMARCA4 tumors show similarities to Group 3 MB in gene expression analysis**. (**A**) UMAP clustering of mouse tumors profiled by RNA sequencing and published expression data of pediatric brain tumors (Sturm et al. 2016 [61]). Out of the 14,151 orthologous genes identified between both datasets, the 6,000 most differentially expressed genes within the human dataset were used for clustering. Mouse SHH MB show resemblance to their human counterpart, whereas MYC/SMARCA4 tumors display similarity to both SHH MB and Group 3/4 MB. (**B**) Hierarchical clustering according to differentially expressed genes shows proximity of MYC/SMARCA4 tumors to the Group 3/4 MB cluster for three samples, whereas tumor 3 clusters with a subset of SHH MB (black arrows). (**C**) Distance plot shows closest resemblance of both mouse tumor models to SHH MB. Asterisks mark shortest distance. (**D**) UMAP clustering of mouse tumors and human MB subgroups only (Sturm et al. 2016) according to the 5,000 most differentially expressed genes within the human MB dataset out of 14,151 orthologous genes. MYC/SMARCA4 tumors appear closest to Group 3 MB. (**E**) Hierarchical clustering confirms proximity of MYC/SMARCA4 tumors to the Group 3/4 MB cluster with exception of tumor 3 (black arrows). (**F**) Distance plot shows closest resemblance of MYC/SMARCA4 tumors to Group 3 MB. EFT, CIC = Ewing sarcoma family tumor with *CIC* alteration; HGNET, BCOR = High-grade neuroepithelial tumor with *BCOR* alteration; NB, FOXR2 = Neuroblastoma with *FOXR2* activation; EPN, RELA = Ependymoma with *RELA* fusion; EPN, YAP = Ependymoma with *YAP* fusion; ETMR = Embryonal tumor with multilayered rosettes; HGG, G34 = *H3F3A* G34 mutant high-grade glioma; HGG, IDH = *IDH* mutant high-grade glioma; HGG, K27 = *H3F3A* K27 mutant diffuse midline glioma; HGG, MYCN = *MYCN*-amplified high-grade glioma; HGG, RTK = *IDH/H3F3A* wild-type high-grade glioma of the receptor tyrosine kinase (RTK) subtype; MB, G3 = MB, Group 3; MB, G4 = MB, Group 4

Human brain tumors and biologically relevant tumor subgroups can be reliably classified according to their DNA methylation profile [9]. Therefore, we additionally isolated DNA of three mouse tumors (tumors 1, 3, and 4 from RNA sequencing analysis) and performed global DNA methylation analysis using the Mouse Methylation Bead Chip. These data were integrated with a human MB dataset comprising in-house analyzed samples and previously published cohorts [9, 59]. UMAP and Euclidian clustering according to differential methylation of 491 orthologous CpG sites showed good separation of human MB subgroups, with MYC/SMARCA4 tumors clustering in close proximity to Group 3/4 MB (Fig. 5A-B). A distance plot confirmed highest resemblance of MYC/SMARCA4 tumors to Group 3 MB (Fig. 5C).

**Fig. 5:**
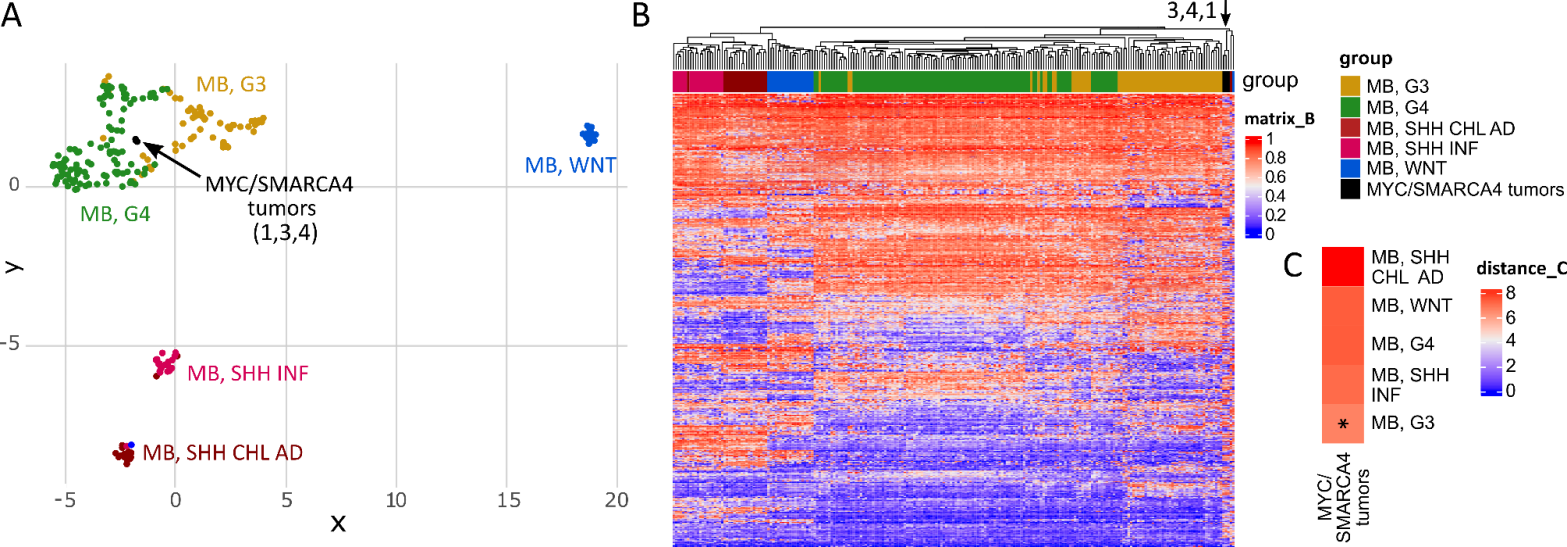
**MYC/SMARCA4 tumors show similarities to Group 3/4 MB in DNA methylation analysis**. (**A**) UMAP clustering according to DNA methylation of mouse tumors (Mouse Methylation BeadChip) and human MB (Capper et al. 2018 [9], Sharma et al. 2019 [59], and in-house analyzed samples, n = 228) using 491 orthologous CpG sites out of the 15,000 most differentially methylated CpG sites within the human dataset. Mouse MYC/SMARCA4 tumors (n = 3) show most similarity to MB, Group 3/4. (**B**) Heatmap clustering according to DNA methylation of the same samples and CpG sites similarly shows proximity of the MYC/SMARCA4 tumors to MB, Group 3/4 (black arrow). (**C**) Distance Plot using the mean methylation values summarized for every subgroup shows lowest distance of MYC/SMARCA4 tumors to MB, Group 3. MB, G3 = MB, Group 3; MB, G4 = MB, Group 4; MB, SHH CHL AD = Medulloblastoma SHH-activated (children and adults); MB, SHH INF = Medulloblastoma SHH-activated (infants)

## Discussion

In this study, we successfully generated SMARCA4-deficient tumors in mice resembling human Group 3 MB both histologically and molecularly. Although SMARCA4 loss or MYC overexpression did not increase proliferation of GCPs in vitro, the combination of both alterations induced tumor formation after orthotopic transplantation in vivo. An important role of altered SMARCA4 in MB development was suspected before since the overexpression of SMARCA4 wild-type represses tumor development in an OTX2/MYC Group 3 MB mouse model [5]. Our study now confirmed these assumptions by showing a selection for SMARCA4-deficient cells in all detected MYC/SMARCA4 tumors.

On its own, a loss of SMARCA4 in GCPs does not harbor tumorigenic potential as indicated by decreased proliferation of SMARCA4-deficient GCPs in vitro. This observation could be attributed to the previously described failure of SMARCA4-deficient GCPs to respond to SHH protein, which is added to cell cultures as a mitogen [69]. Moreover, we have shown before that a postnatally induced loss of SMARCA4 in *Math1-creER*^*T2*^::*Smarca4*^*fl/fl*^ mice delays migration of GCPs to the internal granular layer in vivo but does not affect the cerebellar phenotype seen later in development [26]. Similarly, overexpression of MYC alone did not increase proliferation of GCPs in vitro. In contrast, Pei et al. have shown higher proliferation and increased ability to form neurospheres after transducing cerebellar stem cells with a stabilized MYC^T58A^ construct [47]. Lentiviral transduction of SOX2-positive cerebellar progenitors with MYC^T58A^ is even sufficient to drive formation of Group 3-like MB in mice [64]. However, the choice of a wild-type MYC construct in our study could play a crucial role. Kawauchi et al. did not detect development of MB after overexpression of wild-type MYC alone by *in utero* electroporation [33]. Moreover, Swartling et al. have shown that overexpression of stabilized MYCN^T58A^ in neural stem cells results in the development of brain tumors, while overexpression of wild-type MYCN does not [63]. Consequently, aberrant chromatin remodeling by the loss of SMARCA4 in our model might cause stabilization of wild-type MYC required for the development of tumors.

The fact that MYC/SMARCA4 tumors did not only show high resemblance to the transcriptome of Group 3 MB but also displayed similarities to SHH MB could be attributed to the cellular origin of our tumors. SHH MB are derived from GCPs as previously demonstrated in several mouse models and confirmed by comparisons to single-cell RNA sequencing data of murine and human cell populations [4, 58, 60, 67]. In our model, we specifically targeted Math1-positive GCPs by tamoxifen-induced *Smarca4* recombination at P3. GCPs are among many other neural progenitor populations that have been used before to model Group 3 MB in mice [33, 38, 64]. This fits to the fact that the exact cellular origin of Group 3 MB cannot be clearly assigned to a single murine cell population in the brain [67]. Indeed, recently published work provides evidence for both Group 3 and 4 MB originating from a distinct cell population in the subventricular zone of the human rhombic lip that does not exist in mice [22, 35, 60]. This divergence from previously used cells of origin should be considered in future attempts at modeling Group 3 MB in mice.

Nevertheless, SMARCA4-deficient MB mouse models could provide a valuable platform to explore targeted therapeutic options for affected patients. For now, the limited penetrance of our tumor model restricts its suitability for such studies. Pre-sorting for successfully transduced cells before transplantation could increase the fraction of MYC-overexpressing SMARCA4-deficient cells within the injected mixture, possibly also enhancing engraftment. However, this would also entail one more day of in vitro culture before transplantation for the GFP signal to be detectable. Consequently, fragile SMARCA4-deficient GCP cultures might show reduced viability and proliferative capacity by then. Alternative approaches include the introduction of an additional SMARCA4 deficiency in a recently developed transgenic MYC driven MB mouse model or the use of other promoters such as *Blbp-cre* or *GFAP-cre* to drive earlier deletion of SMARCA4 [38].

In comparing gene expression profiles of our MYC/SMARCA4 tumors to an established SHH MB model, we identified upregulation of G protein signaling and glucose metabolism in our tumor model. Tao et al. have previously shown altered glucose metabolic pathways in a MYC driven MB mouse model and were successful in treating tumor cells with specific inhibitors of upregulated lactate dehydrogenase A [64]. Furthermore, several studies have suggested histone deacetylase (HDAC) inhibitors for treating MYC-driven Group 3 MB with efficacy shown both in cell lines in vitro and in mouse models in vivo [14, 16, 36, 48, 49]. It might be of great interest to explore similar treatment regimens in SMARCA4-deficient MB, especially since the response could differ significantly. For example, Romero et al. have shown that SMARCA4-deficient lung cancer cells do not respond to HDAC inhibition but in contrast are sensitive to inhibition of the demethylases KDM6A/B, even if MYC is concurrently amplified [56]. This observation emphasizes the importance of considering alternative treatment options for SMARCA4-deficient MB.

## Conclusions

For the first time, we showed cooperative effects between MYC overexpression and a SMARCA4 loss in driving tumorigenesis in cerebellar precursors. Tumors displayed histological and molecular resemblance to Group 3 MB with a distinct selection for SMARCA4-deficient cells. Taken together, these findings provide evidence for a tumor-promoting role of a *SMARCA4* deficiency in Group 3 MB. Consequently, our observations pave the way for further investigations on SMARCA4-deficient MB mouse models with the potential to identify therapeutic targets specific to these frequently occurring alterations.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional File 1

Additional File 2

## Data Availability

The datasets generated and analyzed within this study are available in the GEO repository, https://www.ncbi.nlm.nih.gov/geo/, accession numbers GSE235625 (RNA sequencing data) and GSE235924 (DNA methylation data). Other data and material described in this study are available from the corresponding author upon request.

## List of Abbreviations

ATRT: Atypical/teratoid rhabdoid tumor
BAF: BRG1/BRM-associated factor
BrdU: Bromodeoxyuridine
BRG1: BRAHMA related gene 1
CC3: Cleaved-Caspase 3
FDR: False Discovery Rate
FFPE: Formalin-fixed paraffin-embedded
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GCP(s): Granule cell precursor(s)
IF: Immunofluorescence
IHC: Immunohistochemistry
LCA: Large cell/anaplastic
MB: Medulloblastoma
NSCLC: Non-small cell lung cancer
OLIG2: Oligodendrocyte transcription factor 2
rRNA: Ribosomal RNA
SCCOHT: Small cell carcinoma of the ovary, hypercalcemic type
SHH: Sonic Hedgehog
SMARCA4: SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily A, member 4
SOX2: Sex determining region Y
Tam: Tamoxifen
UMAP: Uniform Manifold Approximation and Projection for Dimension Reduction
WNT: Wingless/Int-1

# Supplementary material for: MYC overexpression and SMARCA4 loss cooperate to drive medulloblastoma formation in mice
**Source:** Acta Neuropathol Commun. 2023 Nov 2;11:174. doi: 10.1186/s40478-023-01654-2
**Supplement:** Supplementary file 1 — Additional File 1

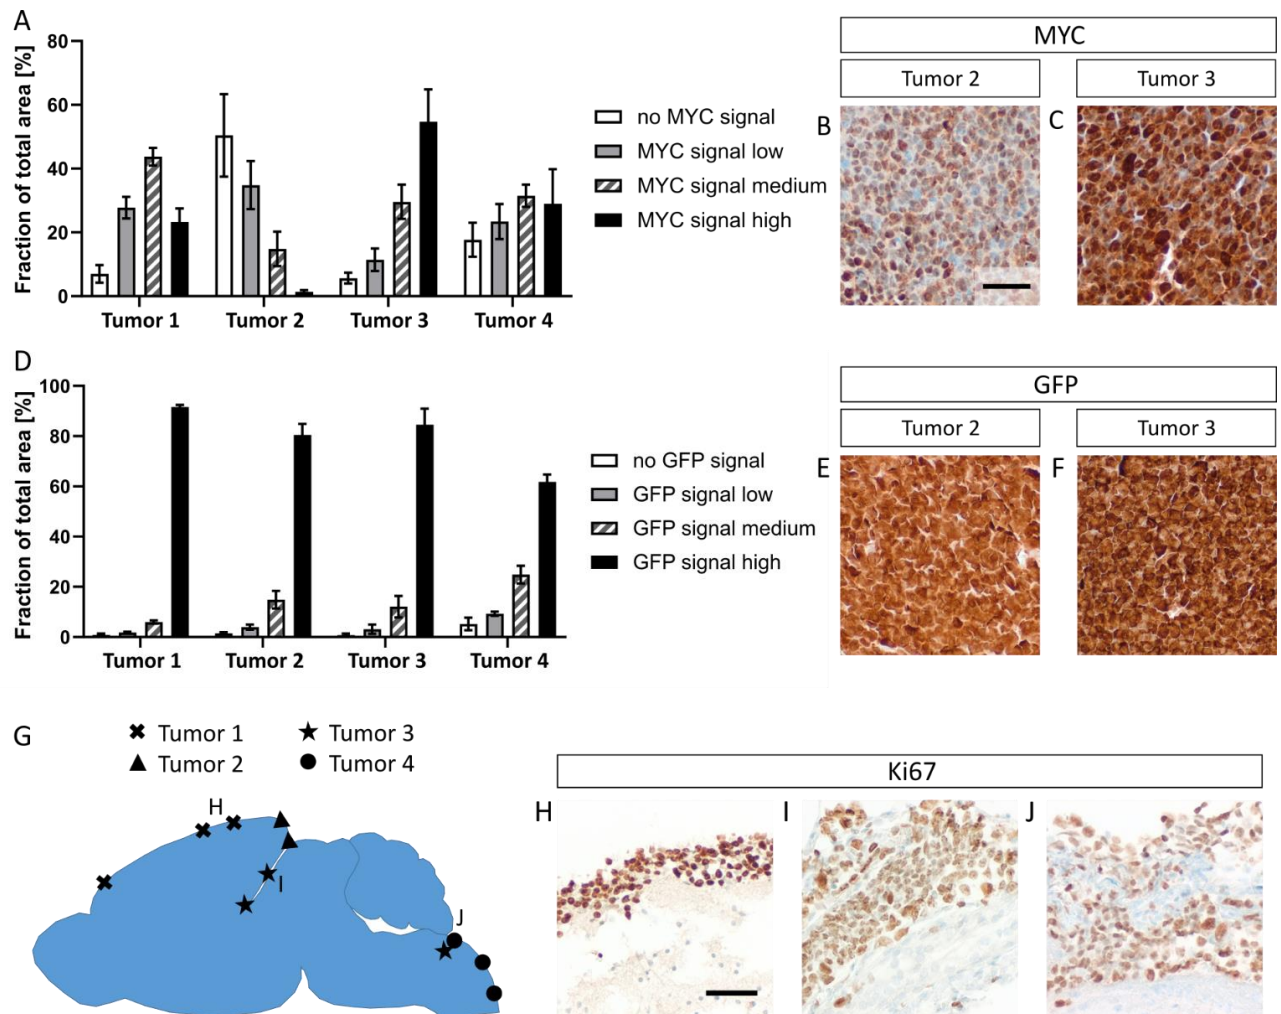

**Figure S1. MYC/SMARCA4 tumors exhibit intratumoral heterogeneity of MYC expression and leptomeningeal spread within the brain.** (A) Fraction of total area showing no, low, medium, or high MYC signal in DAB staining within five pictures of each MYC/SMARCA4 tumor taken from different regions within the tumor. Tumor 5 was excluded from the analysis due to its small size. (B,C) Exemplary pictures of MYC DAB stainings in tumors 2 and 3 displaying varying degrees of staining intensities including cells without any MYC signal. (D) Fraction of total area showing no, low, medium, or high GFP signal in DAB staining within five pictures of each MYC/SMARCA4 tumor. (E,F) Exemplary pictures of GFP DAB stainings in tumors 2 and 3 showing an uniformly high signal. (G) Illustration of a sagittal brain section indicating regions where leptomeningeal spread was detected as defined by the presence of Ki67-positive SMARCA4-deficient cells. Tumor 5 did not display any leptomeningeal spread. (H-J) Exemplary images of leptomeningeal spread in the regions indicated in G, staining positive for Ki67. Scale bars correspond to 50  $\mu$ m in B (also applicable to C,E,F) and to 50  $\mu$ m in H (also applicable to I+J).

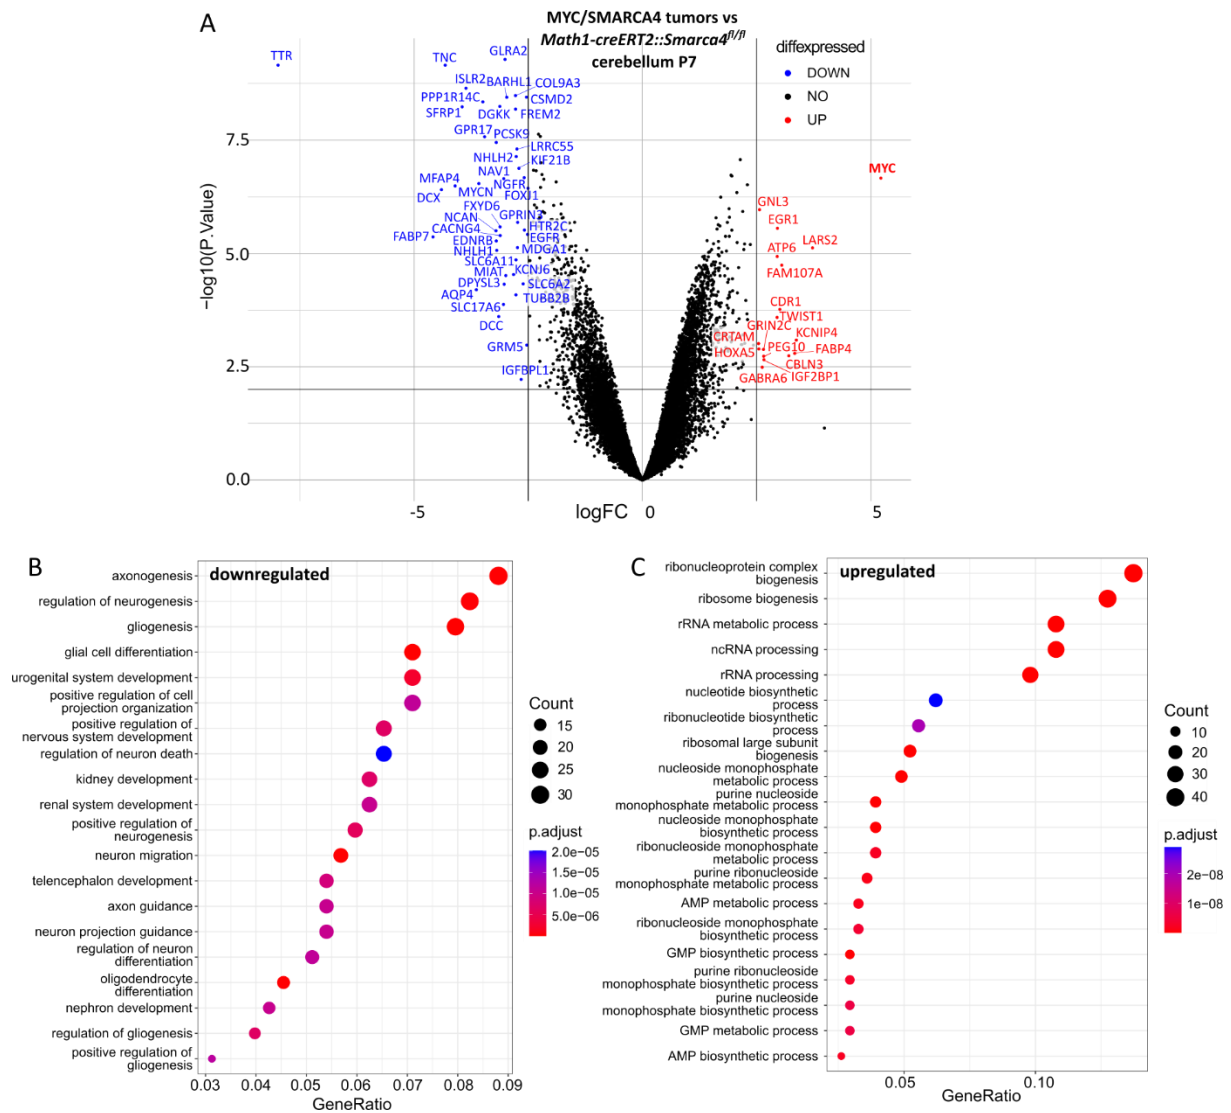

**Figure S2. Differential gene expression of MYC/SMARCA4 tumors compared to *Math1-creERT2::Smarca4<sup>fl/fl</sup>* cerebella at P7.** (A) Volcano plot depicting differential gene expression as assessed by RNA sequencing analysis between our MYC/SMARCA4 tumor model (n=4) and P7 cerebella of *Math1-creERT2::Smarca4<sup>fl/fl</sup>* mice after tamoxifen injection at P3 (n=3), recapitulating the cell of origin for our tumors. Only genes orthologous in mouse and humans were visualized, and differential expression with  $\log_{2}FC \geq 2.5$  and  $p \leq 0.01$  was considered significant (blue/red coloring) after Benjamini-Hochberg correction. (B,C) Gene set enrichment analysis was performed based on significantly differentially expressed genes considering all mouse genes with  $\log_{2}FC \geq 1.5$  and  $p \leq 0.01$ .

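Between MYC/SMARCA4 tumors and P7 cerebella, 27 genes were higher and 60 lower past both thresholds, and 1873 had an adjusted p of at most 0.05. Gm22265, a snRNA at or under the floor of 3 counts in each cerebellum, was at least 18.6-fold higher in the tumors. After Myc, the next largest increases were those of ATP6, a mitochondrial gene, with a log2 fold change of 5.15 (standard error 0.83), of Mir6236 with 4.85 and of n-R5s28, a 5S rRNA gene, with 4.63. Mitochondrial ATP6 overlaps its neighbours mt-Atp8 and mt-Co3 on the same strand and had between 34 and 73 counts per tumor and at most 5 per cerebellum, so its counts are uncertain. Largest decreases were found for Ttr, with -8.91 (standard error 0.81), Tnc, with -4.49, Gm29398, with -4.41, Sfrp1, with -4.20, and Gm17750, with -4.17. Gm29398 is overlapped on its strand by Gm37096 and Gm37775, and Ttr by Gm58847. Over these genes, the adjusted p-values from edgeR's quasi-likelihood test lay between 0.000138 for Tnc and 0.00842 for n-R5s28. The adjusted p of Gm22265, ATP6, Mir6236 and n-R5s28 exceeded 0.01 without any of the 3 cerebella, and that of the last 3 of these without tumor 2, with at most 0.0689 in these fits. Without any of the 3 cerebella no gene was called higher, although 501, 485 and 392 genes with a log2 fold change of at least 2.5 had an unadjusted p under 0.05 in these 3 fits, and without tumor 3 the calls were 240 higher and 835 lower genes. Without tumor 1 there were 128 higher and 101 lower genes, and without tumor 2 there were 10 and 61. All 17 higher and 43 lower genes of the paper's Table S1 had the same direction here, and 6 and 33 of them passed both thresholds. The paper selected these genes from the same libraries, so the shared direction is no independent support. In the paper's own table, 9 of the 17 higher and 2 of the 43 lower genes have an adjusted p over 0.01.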

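With a log2 fold change of at least 1.5 and an adjusted p of at most 0.01 from edgeR's quasi-likelihood test, 78 genes were higher and 143 lower in MYC/SMARCA4 tumors than in P7 cerebella. These counts cover all mouse genes tested, with or without a human ortholog.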

How the deposited data were processed for this re-analysis (not part of the article)

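RNA of 4 MYC/SMARCA4 tumors, 3 SHH MB and 3 P7 cerebella of mice was analysed, 10 libraries in total. The authors extracted RNA from FFPE tissue, depleted ribosomal RNA, prepared libraries with the CORALL kit, trimmed reads with Trimmomatic, aligned them to GRCm39 with STAR and counted them per gene with featureCounts. The deposited counts are whole numbers per gene and library without normalization. The authors also deposited a table of values on a log2 scale, made from the counts with the variance-stabilizing transformation (VST) of DESeq2. They tested differential expression with limma. This table holds 46123 of the genes counted, and no gene outside it had more than 9 counts in all libraries together. In 2634 genes no read was counted in any library.

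Libraries were assigned to groups by their labels, and no column was left without a label. Total counts ranged from 5663491 to 9352109 per library. The floor of 3 counts corresponds to between 0.307 and 0.744 normalized CPM, depending on the library. Intervals and floors cover counting error only.

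Counts were tested with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3. All 10 libraries entered the same fit with a mean per group. TMM factors, the filter filterByExpr by group and non-robust estimation were used. The common dispersion was 0.178 and the prior degrees of freedom were 5.87. P-values of the 29952 genes tested were adjusted by the Benjamini-Hochberg method. A gene was called at a log2 fold change of at least 2.5 and an adjusted p of at most 0.01, the thresholds the paper gives for its volcano plots. Where all libraries of a group were at or under the floor, the fold is given as a lower bound against the floor.

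GO and WikiPathways were not used here. In their place, 27 lists with 535 distinct genes were written by hand for the processes the paper names, for possible sources of RNA and for technical signals. Of these genes 31 are in more than 1 list, 3 are not among the genes of the files, and all others passed the filter on low counts in these libraries. No gene was placed in a list because of its values in these libraries. The lists cover ribosome biogenesis, nucleotide biosynthesis, neuronal development and differentiation, gliogenesis, synaptic signaling, ion transmembrane transport, SHH, Notch, PI3K-Akt-mTOR and G protein signaling, glycolysis and gluconeogenesis. Further lists cover mature granule neurons, Purkinje cells, myelinating oligodendrocytes, astrocytes with Bergmann glia, choroid plexus, microglia, endothelium, fibroblasts with meninges, erythrocytes, proliferation, markers of the 4 human MB subgroups, ribosomal with mitochondrial RNA, and sex. Each list was tested with camera of limma 3.58.1 with a correlation of 0.01 between genes, and p-values were adjusted over 54 tests. Fry and camera with the estimated correlation were alternatives. List means and single genes were compared by two-sided exact permutation tests. The comparisons with P7 cerebella and with SHH MB share the same 4 tumors and are not independent, and no difference between them was tested.

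Genes named in the text are those the paper names for these samples, the 5 genes with the largest increase and the 5 with the largest decrease in each comparison among calls without overlap of the groups, members of the lists, and genes of the paper's Tables S1 and S2 whose call differs. Zfas1, Snhg7, Gas5, Rragd, the snoRNA host genes, Lars2 and the genes that resemble ribosomal RNA fall outside this rule and were singled out after their values were seen. A result for 1 gene is not reported here. The rule, the groups, the tests, the thresholds, the lists and all alternatives apart from 2 were chosen before the data were examined. The 2 added alternatives are the mean of the myelin list as a covariate and limma on the deposited VST values of only the 2 groups compared.

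The alternatives were DESeq2 1.42.0, limma on the deposited VST values, RLE factors in place of TMM, no filter on low counts, at least 10 counts in every library, a fit of only the 2 groups compared, robust estimation, the replicate number as a block, library sizes without mitochondrial and rRNA genes, a prior count of 0.5 in place of 2 for the levels of named genes, each library left out in turn, unadjusted p-values, and a log2 fold change of at least 1.5. On simulated counts of 28207 genes with 200 genes changed by a log2 fold change of 4, edgeR recovered 168 of them (84%) and called 1 unchanged gene, and DESeq2 recovered 160 (80%). Limma on log2 CPM recovered 163 (81.5%) of 200 among 29952 simulated genes. The simulation gave a gene the same spread in all libraries, while the real tumors differed more from each other than the controls did. These numbers therefore do not show how the methods behave with such an unequal spread.

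Distances between libraries were Euclidean on log2 CPM of the 5000 most variable genes. Positions come from GENCODE on GRCm39, the build the paper states. Human expression data and DNA methylation data were not analysed here, and no passage covers the human integration, methylation, in vitro or staining results.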

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

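Of the tests in this part, those of snoRNA reads, of gene length, of the most abundant genes, of host tissue and of genes of the sex chromosomes in tumor 1 were chosen only after the result was seen.

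Tumor 1 stood apart from the other 3 MYC/SMARCA4 tumors in 3 measures. Its level of Mki67 was 5.52 log2 CPM against 9.48 to 9.88, a gap of 0.908 of the range of the 4 tumors. The mean of the proliferation list was 3.13 against 6.54 to 6.85, a gap of 0.917. Its mitochondrial share of the counts was 5.72% against 2.09% to 2.56%, a gap of 0.871. Each gap exceeded Dixon's 95% critical value for 4 samples. Of 44 measures tested 4 did so, where chance gives 2.2, and measures of the same library are not independent. The total counts of tumor 1, 6547245, lay within those of the other tumors, 5663491 to 9352109. The 10 most abundant genes took 13.2% of the counts of tumor 1 against 5.81% to 7.15% in the other tumors. Library sizes were also taken without the 19 genes that are among the 10 most abundant of any library, and here without TMM factors. The mean of the proliferation list in tumor 1 was then still 3.68 log2 CPM below that of the next tumor (difference of -3.68). A share of 13.2% can lower the other genes by only 0.2 on the log2 scale, so the check could hardly have come out otherwise. That bound, rather than the check, argues against a few genes taking more of the counts as the cause of the low proliferation list. Without those of the 19 genes that are not mitochondrial, the mitochondrial share was 3.65 percentage points above that of the next tumor. For the share this decides nothing, since other genes taking more of the counts would lower it, and leaving them out can only raise it. More adult host cerebellum in the punch is a candidate explanation, since the mean levels of mature granule neuron, Purkinje cell and myelin markers were 0.89, 2.18 and 1.86 log2 CPM above those of the next tumor. Against it stands the list of astrocytes and Bergmann glia, which had 5.11 log2 CPM in tumor 1 and 6.51 and 6.00 in tumors 2 and 4. Only tumor 3, with 3.86 log2 CPM, lay below tumor 1 in this list. Genes of the sex chromosomes also set tumor 1 apart. It had the most Xist, with 2460 CPM against 67.3 to 1180 CPM in the other tumors, and less of the Y-chromosomal genes, with 4.46 CPM of Ddx3y against 31.5 to 59.4 CPM and 3.47 CPM of Uty against 41.6 to 64.8 CPM. Fewer male tumor cells among cells of a female host would give these values, but so would a tumor mostly of female cells, and the labels do not name the sex of donors or hosts. Host tissue and a less proliferative tumor therefore cannot be told apart in this single library. The higher age of this animal stays open and was not tested.

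The mean of the 5 marker genes of human WNT MB was 4.17 log2 CPM in tumor 4 and between 2.81 and 3.03 in the other tumors, a gap of 0.842 of the range. Neither a technical nor a biological explanation was tested for this value, and 1 such gap among 44 measures is within what chance gives.

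SHH MB and P7 cerebella were not compared in the paper. In this comparison 3 genes were higher past both thresholds, Cdh20 with a log2 fold change of 3.09 (edgeR, adjusted p = 0.00629), Lama5 with 2.91 (adjusted p = 0.00629) and Tbata with 2.81 (adjusted p = 0.00784). Exact permutation tests of 3 against 3 libraries cannot fall below a p of 0.10. No gene was lower past both thresholds, while 1089 genes were lower at an unadjusted p under 0.05, of which 25 had a log2 fold change of -2.5 or less. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many higher genes, and chance cannot be excluded with 10 splits. For lower genes past both thresholds the splits decide nothing, since all 10 must give at least 0. By at least 2.5 at an unadjusted p under 0.05, 58 genes were higher and 25 lower in the real split. In the other splits 2 to 15 genes differed so, both directions taken together. With 10 splits these numbers do not exclude chance either. With any of the 6 libraries left out no gene passed both thresholds, with 58 to 87 genes higher by at least 2.5 at an unadjusted p under 0.05. The spread of the tumors entered the same fit, and without tumor 1 there were 34 higher and 5 lower genes, without tumor 3 there were 18 and 4, without tumor 4 there were 5 and 0, and without tumor 2 there were 1 and 0, while the fit of only these 2 groups, which leaves out the spread of the tumors, gave 55 higher and 22 lower genes, and DESeq2 gave 40 and 9. The share of counts on Lars2 and genes that resemble ribosomal RNA differed between the groups, 1.05% to 1.49% against 0.596% to 0.660%. The growth of a tumor and the genotype differ between the groups by design and stay open, untested.

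Genes that host snoRNAs in their introns, among them Zfas1, Gas5 and Snhg7, were higher in MYC/SMARCA4 tumors, a group of genes the paper does not discuss. All 19 host genes had a higher fitted level, with a median log2 fold change of 1.43 against P7 cerebella and 1.50 against SHH MB, and 12 and 11 of them had an adjusted p of at most 0.05. Both comparisons share the same 4 tumors and are not independent. Reads of the snoRNAs counted on their hosts would make the hosts follow the snoRNAs. In the tumors the 78 snoRNA genes had a median of 2.92 against P7 cerebella, with 77 higher. Against SHH MB their median was 2.07, with all 78 higher. Both medians were above those of the hosts, which goes with such reads having a part. Over the 4 tumors the mean of 78 snoRNA genes ranged over 2.21 log2 CPM and that of the hosts over 0.70, where 1.62 would be expected if reads of the snoRNAs gave the whole increase of the hosts over P7 cerebella. The median range of a single host was 0.76, and 13 of 19 hosts ranged over less than 1.62. These values argue against snoRNA reads as the whole cause, while a part of the increase from such reads stays open. In SHH MB against P7 cerebella the snoRNAs had a median of 0.66, with 58 of 78 higher, and 9 of 19 hosts were higher, among them Gas5 (0.69), Snhg7 (0.91) and Zfas1 (0.29), which decides nothing because the hosts went both ways. Against 10000 lists matched on gene length and level, the hosts' medians were at percentile 100 in both comparisons (1.41 against a highest random median of 0.88, and 1.47 against 0.90, for the 18 hosts with a known length), which argues against length as the cause. Expression of ribosome-related genes in the tumors is an open biological hypothesis and was not tested on these hosts. Transplanted tumors and control tissues also differ in age and host, which stays open and untested.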

How the results depend on the processing

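The alternative with the mean of the myelin list as a covariate, the alternative of limma on the VST values of only the 2 groups compared and the check of replicate numbers below were chosen after the data were seen.

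The direction of most results did not depend on the processing. Of the list values under alternatives 385 kept their direction and side of the threshold, 31 lost and 17 gained significance, and 7 reversed. For named genes these numbers were 697, 116, 24 and 4, where the 697 include 46 differences in mean log2 CPM with a prior count of 0.5 in place of 2. Of the numbers of called genes 47 stayed within 1.5 times the number in the fit of all libraries and 75 did not.

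The numbers of called genes depended on the test. Against P7 cerebella, where 27 genes were higher and 60 lower, DESeq2 called 328 and 91, and against SHH MB, where 37 were higher and 143 lower, it called 321 higher genes. Of the 87 and 180 genes called by edgeR, DESeq2 also called 86 and 177. The share of higher genes among the calls was 31% against P7 cerebella with edgeR and 78.3% with DESeq2, and 20.6% and 66.6% against SHH MB. Limma on the deposited VST values called 15 higher genes against P7 cerebella and 20 against SHH MB, and shared 53 and 126 of the calls. Without a filter on low counts 115 and 135 genes were higher, and the share of higher genes was 63.5% and 46.9%. With at least 10 counts in every library, which leaves 15814 genes, 10 genes were higher against P7 cerebella, 13.2% of the calls. In fits of only the 2 groups compared, 0 genes were higher and 24 lower against P7 cerebella, with 319 genes higher by at least 2.5 at an unadjusted p under 0.05, and 7 were higher and 71 lower against SHH MB. With limma on the VST values of only the 2 groups the numbers were 1 and 18, and 3 and 57. The myelin covariate gave 227 higher and 180 lower genes against P7 cerebella, and 80 higher genes against SHH MB. With unadjusted p-values 347 genes were higher and 144 lower against P7 cerebella and 340 higher against SHH MB, and limma on the VST values with unadjusted p-values gave 64 and 78 higher genes. A log2 fold change of at least 1.5 gave 78 and 143 genes against P7 cerebella and 88 and 281 against SHH MB. Apart from fewer or more genes and libraries in the fit, the cause was not tested.

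For SHH MB against P7 cerebella, with 3 higher and 0 lower genes, DESeq2 gave 40 and 9, limma on the VST values 11 and 1, and with unadjusted p-values 26 and 3. RLE factors gave 5 higher genes, no filter 12 higher and 2 lower, at least 10 counts in every library 5 higher, library sizes without mitochondrial and rRNA genes 5 higher, only the 2 groups 55 and 22, limma on their VST values 26 and 3, and unadjusted p-values from edgeR 52 and 17.

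With each library of the 2 groups compared left out in turn, the number of higher genes ranged from 0 to 240 and that of lower genes from 23 to 835 against P7 cerebella, and from 6 to 280 and from 85 to 403 against SHH MB. The highest 4 numbers were reached without tumor 3. No gene was higher against P7 cerebella without any of the cerebella. For SHH MB against P7 cerebella the numbers ranged from 0 to 0 when any of these 6 libraries was left out, with 58 to 87 higher genes of at least 2.5 at an unadjusted p under 0.05. Leaving out a tumor, which enters this comparison only through the shared estimate of the spread, gave 34 higher and 5 lower genes for tumor 1, 1 and 0 for tumor 2, 18 and 4 for tumor 3, and 5 and 0 for tumor 4.

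The libraries of different groups share replicate numbers. Deviations from the group means correlated between -0.27 and 0.16 in the 9 pairs with the same number, with a median of -0.04 and 1 pair above 0.1, and between -0.24 and 0.30 in the 24 other pairs, so that the numbers do not pair the samples. With the replicate block, 3 genes were higher and 18 lower against P7 cerebella, 19 were higher against SHH MB and 0 in SHH MB against P7 cerebella, where 64 genes were higher by at least 2.5 at an unadjusted p under 0.05. The replicate block gave Myc a log2 fold change of 5.21 (edgeR, adjusted p = 0.0126) and 3.72 (adjusted p = 0.0197), and against P7 cerebella it moved 2 lists past 0.05, synaptic signaling with a median of 0.43 (camera, adjusted p = 0.0489) and Notch signaling with -0.51 (adjusted p = 0.0418).

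Myc kept its direction in all alternatives. Its adjusted p exceeded 0.01 in fits of only the 2 groups, with log2 fold changes of 5.84 and 4.26, and with limma on the VST values of only the 2 groups against SHH MB, with 3.78. With each library left out in turn the fold change ranged from 5.11 to 6.20 against P7 cerebella and from 3.59 to 4.63 against SHH MB, and the adjusted p exceeded 0.01 without any cerebellum in the former and without tumor 4 or any SHH MB in the latter. The fold change of Mki67 against P7 cerebella, 0.42, turned to -0.17 with limma on the VST values of all libraries or of only the 2 groups, and to -0.24 with the myelin covariate. With each library left out it ranged from 0.05 without tumor 3 to 0.81 without tumor 1. The lowest adjusted p of Mki67 over its 18 alternatives was 0.0406. The fold change of Sox2 against P7 cerebella, -0.31, ranged from -1.16 to 0.03 with each library left out, the latter without tumor 1. None of the 4 values with a changed sign differed from 0 at an adjusted p of 0.05, and the cause was not tested.

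With the estimated correlation between genes, list medians are the same but the test is stricter. In this setting ribosome biogenesis (1.77, adjusted p = 0.225), nucleotide biosynthesis (1.44), neuronal development (-1.22), gliogenesis (-1.41), ion transport (1.23), SHH signaling (-0.42) and glycolysis (1.16) no longer passed 0.05 against P7 cerebella. Against SHH MB the same held for ribosome biogenesis (1.05), nucleotide biosynthesis (0.95), neuronal development (-0.71), gliogenesis (-1.81), synaptic signaling (2.24), ion transport (2.36), SHH signaling (-1.86), Notch signaling (-0.35), PI3K-Akt-mTOR (-0.10) and glycolysis (1.46). With fry, ion transport (1.23) and SHH signaling (-0.42) against P7 cerebella and ribosome biogenesis (1.05), nucleotide biosynthesis (0.95), synaptic signaling (2.24), ion transport (2.36), Notch signaling (-0.35) and PI3K-Akt-mTOR (-0.10) against SHH MB no longer passed.

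Synaptic signaling against P7 cerebella, with a median of 0.65, passed 0.05 with DESeq2 (0.70), limma on the VST values of all libraries or of only the 2 groups (0.04), no filter (0.71), the replicate block (0.43) and the myelin covariate (0.27). With at least 10 counts in every library, the medians against P7 cerebella were 0.88 for ion transport, which no longer passed, and -0.28 for Notch signaling and -0.43 for G protein signaling, which then passed. In this setting PI3K-Akt-mTOR against P7 cerebella had a median of -0.09 in place of 0.18 and passed as well (camera, adjusted p = 0.0183). Against SHH MB the median of G protein signaling was -0.08 in place of 0.10. G protein signaling against SHH MB passed with no filter (0.11) and had a median of -0.16 with the myelin covariate. The cause was not tested.

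With each library left out, medians against P7 cerebella ranged from -0.05 to 0.83 for synaptic signaling, from 0.33 to 1.36 for ion transport, from -0.61 to -0.05 for SHH signaling, from -0.57 to 0.04 for Notch signaling and from -0.38 to -0.07 for G protein signaling. The lowest values of synaptic signaling and ion transport and the value of SHH signaling nearest 0 were those without tumor 1, and the sign of Notch signaling changed without cerebellum 1. Ion transport no longer passed 0.05 without tumor 1, and SHH signaling without tumor 1 or 3 (-0.61). Synaptic signaling passed without tumor 3 (0.83), tumor 4 (0.64) or cerebellum 2 (0.74), Notch signaling without tumor 4 (-0.57), and G protein signaling without tumor 2 (-0.33) or 4 (-0.38). Against SHH MB they ranged from -0.43 to -0.26 for Notch signaling, from -0.23 to -0.05 for PI3K-Akt-mTOR and from -0.07 to 0.20 for G protein signaling, whose sign changed without tumor 2 and without tumor 4 (-0.02) and which passed without tumor 3. Notch signaling and PI3K-Akt-mTOR no longer passed without tumor 3. In every one of these fits ribosome biogenesis and glycolysis stayed higher, and neuronal development and gliogenesis lower, in both comparisons with an adjusted p under 0.05 from camera.

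The median log2 fold change of all genes was -0.05 against P7 cerebella and 0.01 against SHH MB. It was -0.23 and -0.15 on the VST values and -0.25 and -0.11 without a filter, and RLE factors left it at -0.03 and 0. The counted depth limits genes near the floor, such as Fabp4, which had no value with at least 10 counts in every library and passed the filter on low counts in 4 of the 7 fits with a library left out in each comparison. All alternatives set before the data were examined were run.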

Differences from the paper's values

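The paper states at least 30 Mio reads per sample, while the smallest library here had 5.66 Mio reads counted on genes. These numbers count different things, sequenced and counted reads, and none of the alternatives changes the totals.

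For ATP6 against P7 cerebella the paper's log2 fold change in Table S1 is 2.95 and the value here 5.15. For Fabp4 the paper's values are 3.33 against P7 cerebella and 2.93 against SHH MB, and the values here 6.63 and 5.96. Limma on the deposited VST values gave the paper's values of 2.95, 3.33 and 2.93, and no other alternative set before the data were examined closed these gaps. For Olig2 against SHH MB the paper's value is -3.47 and the value here -3.87. Limma on the VST values gave -3.47, and the values without tumor 1 (-3.81), without SHH MB 2 (-3.81) and without SHH MB 3 (-3.83) came within the replicate SD of it, while no other such alternative did. Limma on the VST values of only the 2 groups, chosen after seeing the values, also gave the paper's fold changes. All 17, 43, 52 and 89 fold changes of the paper's Tables S1 and S2 matched those of limma on the VST values. The paper states that limma was used and that VST values were made, but not that the one was run on the other. Of the adjusted p-values in these tables, 0, 0, 0 and 1 came within 10% of those of limma on the VST values of all libraries, and none within 10% of those on the VST values of only the 2 groups.

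Of the 17 genes the paper's Table S1 lists as higher, 6 passed both thresholds here. DESeq2, no filter on low counts, unadjusted p-values and limma on the VST values with unadjusted p-values each called 17, and the fits without tumor 1 and without tumor 3 called 15 and 13. The myelin covariate, chosen after seeing the values, also called 17. The other alternatives set before the data were examined called 6 or fewer. Of the 52 genes the paper's Table S2 lists as higher, 22 passed here. DESeq2, unadjusted p-values and limma on the VST values with unadjusted p-values called 52, no filter 51 and the fit without tumor 3 called 50. The fit without tumor 1 called 33, limma on the VST values with adjusted p-values 16, and the remaining alternatives called 22 or fewer. In the paper's own tables, 9 of these 17 and 28 of these 52 genes have an adjusted p over 0.01, up to 0.0266 and 0.059. Of the lower genes in the paper's tables, 33 of 43 and 79 of 89 passed here, with 40 and 84 at unadjusted p-values and 43 and 89 for limma on the VST values with unadjusted p-values.

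The paper lists Hoxa5, Fabp4, Cbln3 and Gabra6 as higher against P7 cerebella. Here their adjusted p-values from edgeR were 0.0242, 0.0219, 0.0239 and 0.0278. DESeq2, no filter, unadjusted p-values, limma on the VST values with unadjusted p-values and the myelin covariate, the last chosen after seeing the values, called all 4. Without tumor 1 Hoxa5, Fabp4 and Cbln3 were called, and without tumor 3 Cbln3 and Gabra6. The paper calls Fabp4 higher against SHH MB, where its adjusted p here was 0.0295. It was called there with DESeq2, no filter, unadjusted p-values, limma on the VST values with unadjusted p-values and without tumor 1. The paper calls Atoh1 lower against SHH MB, where the adjusted p here was 0.0521, and it was called with DESeq2, unadjusted p-values, limma on the VST values with unadjusted p-values and without tumor 1. Nes is lower against SHH MB in the paper's Table S2, and its log2 fold change here was -2.49 (adjusted p = 0.00262), just short of the threshold of 2.5. Nes was called with DESeq2, limma on the VST values with adjusted or unadjusted p-values, RLE factors, at least 10 counts in every library, the replicate block, library sizes without mitochondrial and rRNA genes, without tumor 4, and with a log2 fold change of at least 1.5.

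The paper names Myc as the most significant among the higher genes against P7 cerebella. Here Myc had rank 5 by p among all higher genes and rank 1 among those with a log2 fold change of at least 2.5. Limma on the VST values, of all libraries or, chosen after seeing the values, of only the 2 groups, gave it rank 1 in both, DESeq2 rank 2 and 1, and the fit of only the 2 groups rank 10 and 3.

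The paper reports G protein signaling as higher against SHH MB. Here the list had a median of 0.10 with an adjusted p of 0.299 from camera. It passed 0.05 with no filter on low counts, with a median of 0.11 and an adjusted p of 0.0452, within a range of 0.00175 to 0.93 over its alternatives, and also without tumor 3, with a median of 0.20 and an adjusted p of 0.00175. The paper's terms come from databases not used here, so the list is not the paper's term.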

Other observations

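The tests of gene length, of the mitochondrial share, of tumor 3, of depth and of other splits for the gene lists were chosen only after the result was seen.

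Synaptic and ion transport genes were higher in 3 of 4 MYC/SMARCA4 tumors than in SHH MB. If adult host cerebellum in the punches contributed, markers of the main mature cells of the cerebellum would be higher as well and in the same order of tumors. The lists of mature granule neurons, Purkinje cells and myelinating oligodendrocytes had medians of 3.19, 2.67 and 1.51 against SHH MB, their abundant genes Calb1, Pcp2, Mbp, Cbln3 and Gabra6 were higher, and the order of the tumors was the same in the 3 lists. Each list holds 15 genes, all 15 of which were above the floor in every P7 cerebellum and every SHH MB, and 5 genes each of the granule neuron and Purkinje cell lists are also in another list. Mean levels were 397 CPM for Calb1, 54.5 CPM for Pcp2 and 721 CPM for Mbp in the tumors, against 60.7, 5.93 and 146 CPM in SHH MB. Tumor 1 carried much of these means, since without it they were 110, 11.7 and 198 CPM. In tumor 3 these 3 genes lay below each SHH MB, with 12.3, 2.24 and 34 CPM, while Cbln3 and Gabra6, with 42.8 and 15.5 CPM, lay above each SHH MB, as did the mean of the granule neuron list, with 4.39 log2 CPM against at most 4.26. Mbp in tumor 4, with 174 CPM, lay within the 56.1 to 200 CPM of SHH MB. Without tumor 1 the list medians were 2.31, 0.95 and 0.38, and the myelin list no longer passed 0.05 (camera, adjusted p = 0.0744). Against this explanation stands the list of astrocytes and Bergmann glia, with a median of 0.04 and levels of 5.11, 6.51, 3.86 and 6.00 log2 CPM in tumors 1 to 4 against 5.53 to 5.7 in SHH MB, of which 9 genes went up and 6 down. With the mean of the myelin list as a covariate, the medians of synaptic signaling and ion transport fell to 0.50 and 0.60. A single tumor does not carry the difference, since the lowest median without any 1 tumor was 1.24 for synaptic signaling and 1.55 for ion transport. Gene length is not the cause, since the median of the 74 genes, 2.28, was at percentile 100 of 10000 lists matched on length and level, whose highest was 0.56. Host tissue may therefore contribute to the synaptic signal, and expression by the tumor cells themselves stays open, since a punch does not separate the cells. The paper reports no NeuN staining in the tumors. Rbfox3, which encodes NeuN, had 9.28, 8.53, 6.83 and 7.63 log2 CPM in tumors 1 to 4, the order of the 3 marker lists. However, 3 of the 4 tumors lay below each SHH MB in Rbfox3, and RNA is not protein, so this gene decides nothing.

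Lars2 and mitochondrial genes were higher in MYC/SMARCA4 tumors than in P7 cerebella, with a log2 fold change of 4.10 for Lars2 and a median of 1.83 over 11 mitochondrial genes. Reads of ribosomal RNA counted on such genes would raise genes that resemble ribosomal RNA as well. AY036118 rose by 2.07 on the log2 scale, Rn18s-rs5 by 4.25 and Mir6236 by 4.85. In SHH MB against P7 cerebella Lars2 rose by 2.90, Rn18s-rs5 by 3.33 and Mir6236 by 3.62, but AY036118 only by 0.32, and 2 further genes named for this test were not among the genes of the files. Residual ribosomal RNA is a candidate explanation for Lars2, with AY036118 in SHH MB against it. For the mitochondrial genes the values leave it open. Their share of the counts was 0.26 percentage points lower in SHH MB than in P7 cerebella (difference of -0.26), where Lars2, Rn18s-rs5 and Mir6236 rose, but this share was tested after the median of the 11 genes, -0.03 with 4 of 11 higher, had decided nothing because the genes went both ways. Over tumors 1 to 4, on the other hand, the mean level of the mitochondrial genes, with 10.29, 8.89, 8.14 and 8.22 log2 CPM, had the same order as Lars2, with 12.64, 11.81, 9.92 and 10.09, and tumors 1 and 2 were also highest in Rn18s-rs5 and Mir6236. AY036118 did not follow this order and was highest in tumor 4, with 13.33, 13.23, 13.08 and 14.26 log2 CPM in tumors 1 to 4. The whole list of ribosomal and mitochondrial RNA had a median of 2.25 against P7 cerebella and 1.76 against SHH MB, with 13 of 16 genes among the genes of the files. Oxidative metabolism of the tumors and the age of the samples stay open and were not tested.

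Ttr, a gene of the choroid plexus, had the largest decrease in both comparisons. If choroid plexus in the cerebellum and SHH MB libraries were the source, the other genes of its list would be lower in the tumors too. The median of the 14 other genes was -1.47 against P7 cerebella, with 12 lower, and -1.35 against SHH MB, with 13 lower, and with Ttr the medians were -1.51 and -1.38. The values leave choroid plexus in the control libraries as a candidate explanation. The P7 cerebella were sampled whole and the MYC/SMARCA4 tumors were punched. How the SHH MB were sampled is not named in the paper's text, so that this reason covers the P7 cerebella only. A decrease in the tumor cells themselves was not tested.

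Tumor 3, which the paper describes as an exception in its comparison with human MB, was nearer to the SHH MB of this study than to the other tumors. Its distance was 97.15 to the mean of SHH MB, 98.18 to that of the cerebella and 152.9 to that of the other tumors, a ratio of 0.635 of the first to the last, where the other tumors had ratios of 1.321, 1.43 and 1.488. The ratio of tumor 3 was 0.779 on the VST values, 0.681 on all tested genes and 0.726 with 1 - Spearman's correlation as the distance. Less signal of mature cerebellum in tumor 3 than in the other tumors would bring it nearer to SHH MB on genes of neurons and myelin. On 112 genes of the lists of neurons, myelin, synaptic signaling and ion transport the ratio of tumor 3 was 0.424, and it was below 1 on each of these 5 lists. Another 156 genes were those of ribosome and nucleotide biosynthesis, SHH signaling, gliogenesis and neuronal development. On these the ratio of tumor 3 was 2.049, among 1.508, 2.119 and 1.891 for tumors 1, 2 and 4, which goes with this explanation. However, the ratio of tumor 3 was also below 1 on 6 of the 22 other lists. These were glycolysis (0.66), G protein signaling (0.67), microglia (0.42), endothelium (0.72), proliferation (0.34) and markers of Group 3 MB (0.71). On the proliferation list tumors 1, 2 and 4 were below 1 as well (0.99, 0.33 and 0.36), so that this list does not set tumor 3 apart. Less mature cerebellum and a difference between the tumors themselves cannot be told apart here, since tumor 3 is a single library and the pattern is not confined to genes of neurons and myelin. Tumor 3 was also like the controls in the number of genes detected at equal total counts, with 44158 against 42105 to 44605. The other tumors had 33618 to 40089. Whether this difference between the libraries moved the distances was not tested.

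Tumors 1 and 2 had fewer detected genes than the other libraries. At equal total counts the numbers were 36108 and 33618 genes in these tumors and 44158 and 40089 in tumors 3 and 4. In the controls they lay between 42105 and 44605, so that the total counts are not the cause. In tumor 1 the 10 most abundant genes took 13.2% of the counts, and the depth left for the other genes was not matched. The age of the FFPE blocks and the state of the RNA are not named in the labels and were not tested.

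Other splits of the samples show how often chance gives results of the same size. For P7 cerebella, 2 of the 35 splits of the 7 libraries gave at least 27 higher genes and 2 at least 60 lower genes, and for SHH MB 2 gave as many higher and 2 as many lower genes. In each case the other split set tumor 3 with the 3 controls against tumors 1, 2 and 4. With P7 cerebella as the controls, 391 genes were higher and 172 lower in tumor 3 and the controls, and with SHH MB 222 were higher and 340 lower. This split differs from the real one only in the place of tumor 3, so that the share of 2 in 35, which does not exclude chance, does not point to chance either. No gene passed both thresholds in 32 of the 35 splits with P7 cerebella and in 31 of those with SHH MB, where 14 to 376 and 22 to 559 genes differed by at least 2.5 at an unadjusted p under 0.05. The median of the list was as far from 0 in 1 of 35 splits, the real one, for neuronal development and for glycolysis against P7 cerebella and for gliogenesis and glycolysis against SHH MB. Against P7 cerebella it was as far in 2 splits for ribosome biogenesis, nucleotide biosynthesis and gliogenesis, in 8 for SHH signaling, 12 for ion transport, 16 for PI3K-Akt-mTOR, 23 for G protein signaling, 24 for synaptic signaling and 26 for Notch signaling. Against SHH MB it was as far in 2 splits for SHH signaling, 3 for ion transport, 4 for ribosome biogenesis and neuronal development, 5 for nucleotide biosynthesis and synaptic signaling, 10 for Notch signaling, and 29 for PI3K-Akt-mTOR and for G protein signaling.

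Genes whose proteins the paper stained had the following RNA levels in the tumors, in log2 CPM as mean ± SD of 4 tumors. Sox2 had 4.26 ± 1.36, Nes 4.90 ± 0.76, Rbfox3, which encodes NeuN, 8.07 ± 1.07, Olig2 2.26 ± 0.37 and Mki67 8.62 ± 2.07. Against SHH MB the log2 fold change was -0.50 for Sox2, -2.49 for Nes, -0.69 for Rbfox3, -3.87 for Olig2 and -1.12 for Mki67, with adjusted p-values from edgeR of 0.643, 0.00262, 0.437, 6.28e-05 and 0.36. Against P7 cerebella Olig2 had -1.76 (adjusted p = 0.0105) and the adjusted p-values of the other 4 genes were 0.284 or more.

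Medians of the remaining lists were as follows. Against P7 cerebella they were -0.42 for SHH signaling, 1.23 for ion transport, 0.65 for synaptic signaling, -0.10 for Notch signaling, 0.18 for PI3K-Akt-mTOR, 1.16 for glycolysis and -0.20 for G protein signaling. Against SHH MB they were 1.05 for ribosome biogenesis and 0.95 for nucleotide biosynthesis. Markers of human SHH MB had -0.56 and -2.95 against P7 cerebella and SHH MB, and the latter was the only list with an adjusted p under 0.05 with the estimated correlation (0.00751). Markers of Group 3 MB had -0.32 and -0.21, of Group 4 MB 0.16 and 0.86 and of WNT MB 1.19 and 0.93, each from 5 genes, in the same order. For WNT MB only 3 of the 5 genes were higher in each comparison, and the mean level of the list was lower in the tumors (differences of -0.75 and -0.41 log2 CPM), with 3 of 4 tumors below all controls of that comparison, so that the list shows no direction. The mean of the Group 4 list differed by -0.11 and 0.90, and that of the Group 3 list by -0.64 and -0.63. In the Group 3 list 4 genes were lower and 1 higher in each comparison. Each tumor lay below each control in its mean (exact permutation test, p = 0.057 in both), while camera gave adjusted p-values of 0.356 and 0.203. These 5 genes do not stand for the paper's comparison with human tumors. Astrocyte and Bergmann glia genes had -0.37 against P7 cerebella, where mature granule neuron genes had 1.79, Purkinje cell genes 0.81 and myelin genes 0.30. Microglia had 0.81 and 0.76, endothelium 0.18 and 0.37, fibroblasts and meninges -0.37 and -0.38, erythrocytes -0.59 and -0.45, proliferation 0.89 and -0.27, and the sex genes 0.08 and 0.51. Xist had 11.26, 10.20, 6.08 and 9.23 log2 CPM in tumors 1 to 4 and the gene Ddx3y of the Y chromosome 2.24, 4.99, 5.22 and 5.90, and the order of the tumors by Xist was that by the lists of mature granule neurons, Purkinje cells and myelin. The 6 controls had either at least 990 CPM of Xist and at most 1.57 CPM of Uty or at most 6.23 CPM of Xist and at least 61 CPM of Uty, while tumors 2 to 4 had both genes.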
